# Multi-modal investigation reveals pathogenic features of diverse *DDX3X* missense mutations

**DOI:** 10.1371/journal.pgen.1011555

**Published:** 2025-01-21

**Authors:** Federica Mosti, Mariah L. Hoye, Carla F. Escobar-Tomlienovich, Debra L. Silver

## Abstract

*De novo* mutations in the RNA binding protein DDX3X cause neurodevelopmental disorders including *DDX3X* syndrome and autism spectrum disorder. Amongst ~200 mutations identified to date, half are missense. While *DDX3X* loss of function is known to impair neural cell fate, how the landscape of missense mutations impacts neurodevelopment is almost entirely unknown. Here, we integrate transcriptomics, proteomics, and live imaging to demonstrate clinically diverse *DDX3X* missense mutations perturb neural development via distinct cellular and molecular mechanisms. Using mouse primary neural progenitors, we investigate four recurrently mutated *DDX3X* missense variants, spanning clinically severe (2) to mild (2). While clinically severe mutations impair neurogenesis, mild mutations have only a modest impact on cell fate. Moreover, expression of severe mutations leads to profound neuronal death. Using a proximity labeling screen in neural progenitors, we discover *DDX3X* missense variants have unique protein interactors. We observe notable overlap amongst severe mutations, suggesting common mechanisms underlying altered cell fate and survival. Transcriptomic analysis and subsequent cellular investigation highlights new pathways associated with *DDX3X* missense variants, including upregulated DNA Damage Response. Notably, clinically severe mutations exhibit excessive DNA damage in neurons, associated with increased cytoplasmic DNA:RNA hybrids and formation of stress granules. These findings highlight aberrant RNA metabolism and DNA damage in DDX3X-mediated neuronal cell death. In sum our findings reveal new mechanisms by which clinically distinct *DDX3X* missense mutations differentially impair neurodevelopment.

## Author summary

*DDX3X* mutations are associated with neurodevelopmental disorders, including *DDX3X* syndrome and autism spectrum disorder. DDX3X is an RNA binding protein whose loss of function impairs brain development and generation of neurons. In this study, we focus on disease-associated missense mutations containing single amino acid changes in the *DDX3X* gene. We functionally probe two clinically severe mutations, associated with severe brain anatomical defects and intellectual disability, and two clinically mild mutations, characterized by modest anatomical disruptions and behavioral phenotypes. Using transcriptomics, proteomics, and live imaging, we identify distinct mechanisms by which clinically diverse *DDX3X* missense mutations disrupt neurodevelopment. Our findings reveal severe variants impair neuronal production and survival, by altering RNA metabolism and DNA damage response.

## Introduction

The cerebral cortex controls our abilities to process outside information and generate appropriate behavioral responses. The foundational basis for these complex and essential tasks are established during embryonic development. In the embryonic cortex, neurons and glia are generated by radial glial progenitors and basal progenitors [1–3]. Spatial and temporal regulation of progenitor behavior relies on precise coordination of gene expression. In particular, post-transcriptional regulation, including translation, is essential for proper brain development, and associated with diverse neurodevelopmental disorders [4–7].

Mutations in the RNA binding protein DDX3X cause diverse neurodevelopmental pathologies including autism spectrum disorder (ASD) and intellectual disability [8–10]. These neurodevelopmental outcomes are dubbed as *DDX3X* syndrome, which is also characterized by brain anatomical abnormalities, microcephaly, and associated behavioral, motor deficits, epilepsy, and language deficits [9,11–14]. *DDX3X* is located on the X chromosome, and the majority of affected individuals with *DDX3X* syndrome are females. Notably, a growing number of males have been identified suggesting that some *DDX3X* mutations may be tolerated in males [12,15,16]. Beyond neurodevelopment, missense mutations in *DDX3X* also cause diverse cancers including medulloblastoma [17–20].

*DDX3X* syndrome arises primarily from *de novo* mutations in *DDX3X*, with over 1000 reported cases internationally (ddx3x.org) [9,11–14]. About half of the approximately 200 cases for which molecular lesions are known are nonsense, whereas the remaining half are missense. *DDX3X* missense mutations are found preferentially in its helicase and RNA binding domains [9,12,14,21]. Based on clinical presentations and neuroimaging it has been hypothesized that there are two classes of missense mutations, clinically severe and mild. The former is defined by the presence of polymicrogyria (PMG, condition characterized by unusually small and dense brain gyri) and thinning or absence of the corpus callosum. In contrast the mild mutations generally resemble loss-of-function presentations, showing milder corpus callosum defects and absence of PMG. However, the molecular and cellular mechanisms by which these distinct *DDX3X* variants cause disease are largely unknown.

*DDX3X* encodes an ATP-dependent RNA helicase crucial for multiple aspects of RNA metabolism [22], including translation and RNA stability [23] . DDX3X is a nuclear-cytoplasmic protein, though primarily cytoplasmic in neural cells [9]. Consistent with this, it is especially implicated in translation of mRNAs with highly structured 5’ untranslated regions (UTRs) [24]. Missense mutations in the helicase domains differentially affect DDX3X’s RNA unwinding activity, with clinically severe and mild mutations showing either complete loss or hypomorphic activity, respectively [9,24,25]. DDX3X is thought to function within ribonucleoprotein (RNP) granules [26]. Notably, DDX3X undergoes liquid–liquid phase separation (LLPS) and overexpression of *DDX3X* missense variants causes stress granule formation in cancer cells and neural cells [9,27–32]. Thus, stress granule formation is a measurable feature which may provide insight into diverse pathogenic mechanisms across *DDX3X* mutations.

Transient CRISPR and conditional knock-out (cKO) mouse models have demonstrated that *Ddx3x* loss-of-function (LoF) impairs cortical development [9,33,34]. Complete loss of *Ddx3x* in neural progenitors and their progeny causes profound microcephaly and apoptosis, whereas heterozygous females and hemizygous males have normal brain size but defective neurogenesis [34]. *Ddx3x* germline haploinsufficiency also causes behavioral and motor deficits postnatally [33]. These studies inform mechanisms of action for nonsense mutations and demonstrate essential roles of DDX3X in cortical development. However, a key question is how the landscape of *DDX3X* missense mutations affect neurodevelopment.

In this study, we focused on four recurrent *DDX3X* missense mutations spanning different clinical severity (DDX3X^R326H^, DDX3X^R376C^, DDX3X^R488H^ and DDX3X^T532M^) (Fig 1A and 1B and S1 Table). We leverage cellular and molecular analyses using primary mouse neural cells to characterize differences in cell fate during early neurodevelopment, and discover changes in the transcriptome, protein interactome and subcellular localization across the *DDX3X* missense mutations. Our study demonstrates the differential impact of *DDX3X* missense mutations on neurodevelopment at cellular and molecular levels, furthering our understanding of the etiology of *DDX3X* syndrome.

**Fig 1:**
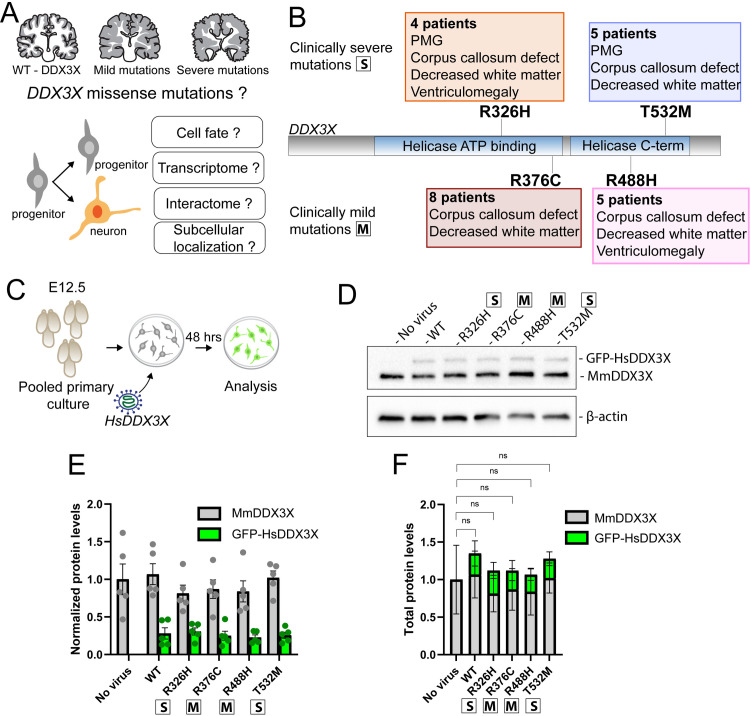
Paradigm for expression of *DDX3X* missense mutations in primary mouse neural progenitors. A) (Top) Cartoon of MRIs from WT, mild and severe *DDX3X* missense mutations; (bottom) representation of dividing neural progenitor (grey) generating a progenitor and a neuron (orange), and overview of the questions assessed in this study. B) Schematic of DDX3X with helicase domains indicated. The 4 missense mutations analyzed in this study and their main brain malformations are annotated. C) Schematic of experimental paradigm. Mouse brains were dissected at E12.5, dissociated and prepared as primary cell cultures from pooled brains. *HsDDX3X* was introduced through lentiviral delivery. After 48 hrs incubation, the cells were harvested or fixed for analysis. D) Western blot of mouse primary cells 2 days after lentiviral delivery of GFP-*HsDDX3X*. E) Quantification of D. F) Total DDX3X protein levels in transduced cells: statistical analysis was performed on total amount of protein (endogenous + exogenous). Protein levels were normalized to β-actin protein levels. Each dot represents a pooled primary culture. (F) Two-way ANOVA, Ns, not significant. Data are mean ± SD. “S”: severe; “M”: mild.

## Results

### Expression of *DDX3X* missense mutations in mouse primary neural progenitors through lentiviral delivery

Individuals carrying *DDX3X* missense mutations present with a spectrum of clinical and molecular phenotypes, encompassing neuroanatomical disruption, developmental disability, and altered biochemical activity. To model *DDX3X* syndrome in primary neural cells, we focused on four *de novo DDX3X* missense mutations, which cause diverse clinical presentations and molecular features, and are recurrently found in 4–8 individuals each, all females. This includes DDX3X^R376C^ and DDX3X^R488H^, which are clinically mild and retain some helicase activity, and DDX3X^R326H^ and DDX3X^T532M^, which are clinically severe and helicase-dead (Fig 1B and S1 Table) [9]. MRI of patients with clinically mild mutations show corpus callosum defects and decreased white matter volume (data available for 5/8 DDX3X^R376C^ patients, 4/5 DDX3X^R488H^ patients) [9,12,14]. Severe mutations are associated with partial agenesis of corpus callosum and reduced white matter volume, accompanied by PMG and, in some cases, microcephaly and developmental delay (data available for 4/4 DDX3X^R326H^ patients, 4/5 DDX3X^T532M^ patients) (Fig 1B and S1 Table) [9,14,21].

A challenge in studying RBPs and missense variants, including DDX3X, is that overexpression can cause cellular phenotypes such as apoptosis [5,7,35,36]. Thus, we developed a lentivirus strategy to introduce *DDX3X* missense variants into mouse neural progenitors without overexpression. We isolated primary neural progenitor cells (NPCs) and neurons from embryonic day (E)12.5 mouse cortices, pooling brains from independent embryos to create a homogenous cell population, which was then used for primary cell culture. These cells were transduced with lentivirus containing GFP-tagged wild-type (WT) or mutant human (*Hs*) *DDX3X*. Importantly, mouse and human DDX3X show 98.6% identity at the protein level. After a two-day period for lentiviral expression, cells were analyzed (Fig 1C). We optimized the lentivirus amount and timing for these experiments by monitoring levels of induced GFP-tagged HsDDX3X protein by western analysis (Fig 1D–1F). We identified experimental conditions in which total DDX3X protein levels were relatively equivalent to WT and not over-expressed, with the missense variants expressed at about 30% that of the endogenous protein (Fig 1E and 1F). Further, using fluorescence microscopy, we demonstrated DDX3X was transduced in virtually all cells (S1A and S1B Fig). Amongst transduced cells, there was some variation in GFP levels. However, this occurred equivalently across all *DDX3X* variants. These experiments establish an efficient strategy for evaluating the phenotypic impact of *DDX3X* mutations upon neural cells.

### *DDX3X* missense mutations differentially impair neuron production and apoptosis

Previous studies showed that *Ddx3x* LoF disrupts progenitor cell cycle and its ability to produce neurons, however whether missense mutations also affect progenitors is unknown [34]. Using our paradigm for expression of *DDX3X* missense variants, we next assessed their functional impact upon cell fate. Towards this, we utilized a mouse line expressing *Dcx*::DsRed as a reporter for newborn neurons [37]. Lentiviral delivery of *DDX3X* was performed as in Fig 1C, followed by live imaging for 24 hours, and assessment of progeny, as previously [38] (Fig 2A). We first assessed the extent to which *DDX3X* missense mutations impact progenitors’ ability to divide. Progenitors expressing DDX3X^R376C^, DDX3X^R488H^, and DDX3X^T532M^, each exhibited successful divisions 100% of the time. In contrast, DDX3X^R326H^ expression led 20% of progenitors to fail cell division (S1C and S1D Fig). Mitosis duration was not overtly different across the variants (S1E Fig). However, DDX3X^T532M^ and DDX3X^R488H^ displayed a higher rate of progenitor re-divisions (S1F and S1G Fig). This suggests that these mutations may affect progenitor cell cycle.

**Fig 2:**
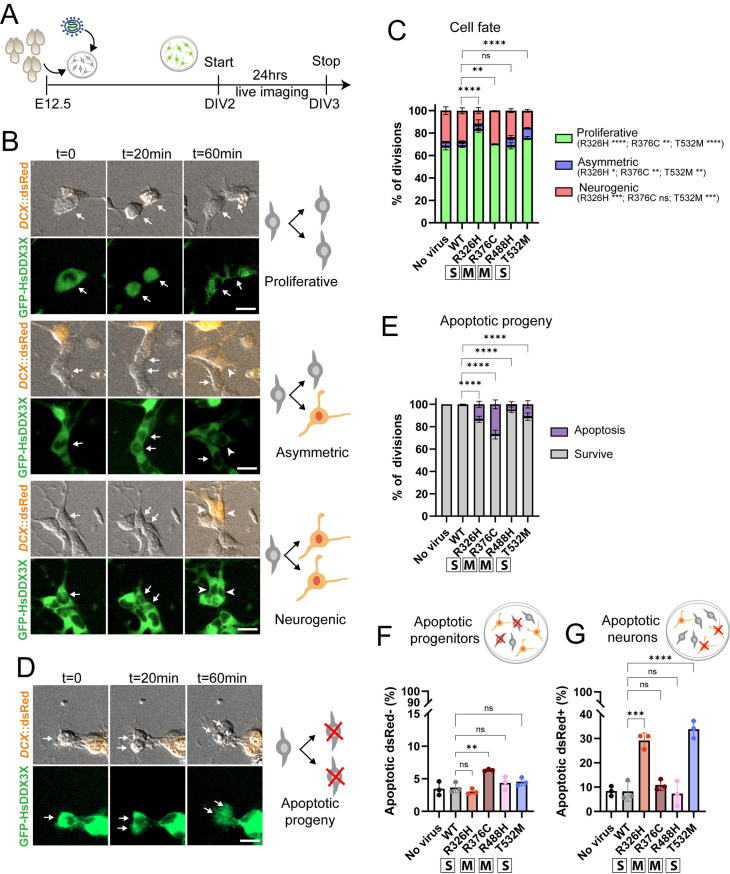
*DDX3X* missense mutations impair neural cell fate and survival. A) Schematic of the experimental timeline. Neural progenitor primary cells were isolated at E12.5 and DDX3X^WT^ and missense mutations were introduced through lentiviral delivery. After 2 days *in vitro* (2 DIV), live imaging was performed for 24hrs. B) Example of proliferative, asymmetric and neurogenic divisions. Arrows, neural progenitors (DCX::dsRed−): arrowheads, newborn neurons (DCX::dsRed+). C) Quantification of cell fate for proliferative symmetric (green), asymmetric (blue) and neurogenic asymmetric (red) divisions. D) Example of division with apoptotic progeny. E) Quantification of apoptotic progeny. F) Quantification of the percentage of progenitors that underwent apoptosis over total number of dsRed− cells. G) Quantification of the proportion of neuron that underwent apoptosis over total number of dsRed+ cells. (C, E) χ^2^ analysis with post-hoc Bonferroni. n = 3 live-imaging sessions, n = 3 litters; no virus n = 545 divisions, *DDX3X*^*WT*^ n = 645 divisions, *DDX3X*^*R326H*^ n = 365 divisions*, DDX3X*^*R376C*^ n = 410 divisions, *DDX3X*^*R488H*^ n = 649 divisions, *DDX3X*^*T532M*^ n = 651 divisions. Scale bars: 10 μm. (F, G) Each dot represents a pooled primary culture. Two-way ANOVA. **p < 0.001; ****p < 0.0001; ns, not significant. Data are mean±SD. “S”: severe; “M”: mild.

We next assessed if *DDX3X* missense mutations impact the type of divisions which progenitors undergo. Proliferative symmetric divisions were defined by production of two DsRed− cells, neurogenic asymmetric divisions by one DsRed− (progenitor) and one DsRed+ cell (neuron), and neurogenic symmetric divisions by two DsRed+ cells (Fig 2B). Progenitors expressing the clinically severe *DDX3X* mutations (DDX3X^R326H^ and DDX3X^T532M^) exhibited significantly more proliferative divisions and fewer symmetric neurogenic divisions, relative to control cells (Fig 2C). In comparison, expression of clinically mild variants had only subtle impacts on cell fate, with no alterations observed with DDX3X^R488H^ and only slightly fewer asymmetric divisions with DDX3X^R376C^ (Fig 2C). Strikingly, all *DDX3X* missense mutations induced apoptosis in progeny which we identified by cell morphology as previously [38] (Fig 2D and 2E). These data demonstrate that *DDX3X* missense mutations differentially impact progenitors’ ability to produce viable neurons, with clinically severe mutations causing significant impairment of neurogenesis.

We also assessed cells that did not divide during the live imaging session to measure the extent to which *DDX3X* mutations influence survival of either progenitors (dsRed−) or neurons (dsRed+). Amongst all four mutations, only DDX3X^R376C^ expression led to a slight but significant increase in progenitor death compared to DDX3X^WT^ (Fig 2F). However, in neurons, expression of either clinically severe mutation, DDX3X^R326H^ and DDX3X^T532M^, led to a striking threefold increase in apoptosis as compared to DDX3X^WT^ and clinically mild mutations (Fig 2G). These analyses indicate that *DDX3X* missense mutations influence cell viability, with a particularly profound impact of the clinically severe mutations upon neuronal survival.

### *DDX3X* clinically severe missense mutations induce diverse transcriptomic changes in neural progenitors and neurons

We next investigated the underlying molecular mechanisms by which clinically distinct *DDX3X* missense mutations influence cell fate. 

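RNA was sequenced from primary cultures of mouse cortex cells taken on embryonic day 12.5, pooled over embryos (6 per pool in the sample labels). The cells had no virus or were transduced with lentivirus carrying GFP-tagged human DDX3X, as WT, as the severe mutations R326H and T532M or as the mild mutations R376C and R488H, and RNA was collected 48 h later. Each of the 6 conditions has 3 replicate cultures, 18 libraries in all. The counts assigned to genes per library (lowest, median and highest of the 3) were 18590510, 18843325 and 19136981 without virus, 17839321, 18575893 and 19079138 for WT, and 15958207, 18147550 and 18720965 for R326H. They were 17747259, 18317174 and 18432218 for T532M, 17144016, 17926754 and 20695832 for R376C, and 17656183, 17973184 and 19020006 for R488H. The paper's methods give 20 M read pairs per library; all values below use the assigned counts.

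The authors aligned the reads with STAR and counted transcripts with Salmon, by the paper's methods, and the submitters' processing notes name STAR 2.7.9a and the mouse build mm10. The deposited tables hold whole-number counts for 24411 genes in all 18 libraries. From these counts, 14565 genes with enough reads were compared between each transduced condition and no virus with the edgeR quasi-likelihood test, and a gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change at least 1.5, the thresholds of the paper's methods. The numbers depend on the threshold and on whether the replicate number, which all 6 conditions share, is a block in the model, and values with this block are given beside those without it. Data were also simulated at the spread of the blocked fit of all 18 libraries, with replicate differences alike in every condition. There edgeR recovered 74% of genes changed by a log2 of 2 without the block and 95% with it. The real mutation effects differed between replicates, which the simulation leaves out, so these shares may be too high for the real comparisons.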

Towards this, we conducted transcriptome analysis of pooled primary cells either without lentiviral transduction (control) or with lentiviral-mediated expression of DDX3X^WT^ or missense mutations (Fig 3B). 

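Between WT and no virus, the genes with the smallest p were *4932418E24Rik* (log2 fold change -1.64, p 0.0142), *Macrod1* (0.76, p 0.0246) and *Pik3cb* (-0.23, p 0.0255), each with an edgeR adjusted p of 1. Their order was read from the same values. The edgeR test called 0 of 14565 genes, with 11 at an unadjusted p below 0.05, and with the replicate block it called 0 with 115 at that level. DESeq2 called *Amd1* and *Gm14434*, and DESeq2 with the block called *Eif3j1*, *Gm14308*, *Gm14430* and *Gm3448*, genes named here after their values were seen. The authors' deposited table for WT calls 0 genes at the same thresholds.

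The interferon-stimulated genes had a median log2 fold change of 0.18 in WT, with 34 of 37 above 0 (camera, adjusted p 0.00259), and the endothelial markers one of 0.47, with 9 of 11 above 0 (adjusted p 0.0339). The interferon genes were higher in replicates 2 and 3 (medians 0.40 in each) and not in replicate 1 (-0.07), the endothelial markers in replicate 3 (0.90) and not in replicates 1 and 2 (-0.10 and -0.08). No member of either list passed on its own, and neither list passed when the correlation between genes was estimated from the libraries (adjusted p 0.795 and 0.728).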

Importantly, DDX3X^WT^ expressing cells did not display any differentially expressed transcripts compared to control (Fig 3D and S2 Table). 

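*Ddx3x* stood at 713.1 ± 75.5 CPM (counts scaled to the library total) without virus and 706.2 ± 92.5 with WT (mean ± SD, n = 3; log2 fold change -0.01, standard error 0.812, edgeR adjusted p 1). In the mutation cultures it was 3111 ± 3534 for R326H (2.13, standard error 0.845, adjusted p 0.303), 1247 ± 839 for T532M (0.81, 0.817, 0.999), 1688 ± 1717 for R376C (1.24, 0.824, 0.999) and 1205 ± 919 for R488H (0.76, 0.816, 0.878). Most of the rise lay in replicate 3. The ratios to the no virus library of the same number were 2.03, 1.16 and 9.0 for R326H in replicates 1, 2 and 3, 1.27, 1.01 and 2.77 for T532M, 1.15, 0.928 and 4.6 for R376C, and 1.2, 0.815 and 2.82 for R488H. For WT they were 1.03, 0.936 and 0.996. With the replicate block the log2 fold change of R326H was 1.46 (standard error 0.456, adjusted p 0.0307; 0.63 without replicate 3, and adjusted p 0.158 without replicate 1), those of the other mutations 0.36 to 0.68. In the fit without the block and without their own replicate 3, R376C and R488H were at -0.02 and -0.07.

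The paralog *D1Pas1*, on chromosome 1, had 0 counts in all 3 no virus libraries and 4, 9 and 13 in WT. In replicates 1, 2 and 3 it had 1553, 295 and 10542 counts with R326H, 372, 237 and 2314 with T532M, 619, 211 and 5353 with R376C, and 443, 194 and 3530 with R488H. The lowest CPM of a mutation library was 14.1 times the highest of WT. Against WT with the replicate block, the log2 fold changes were 8.75, 7.08, 7.68 and 7.26 (standard errors 0.635, 0.657, 0.644 and 0.651; edgeR adjusted p 7.42e-05, 0.00315, 0.00106 and 0.00108). The reference transcripts of *D1Pas1* and mouse *Ddx3x* are 86.9% identical over 2462 aligned bases and share no 100-base stretch (0 of 3113). Human *DDX3X*, which the virus carried, was not aligned, and matches with mismatches were not searched. The values therefore do not show where reads of the human RNA would be assigned. The tables do not say from which RNA a read assigned to either gene came.

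**Figure D1:**
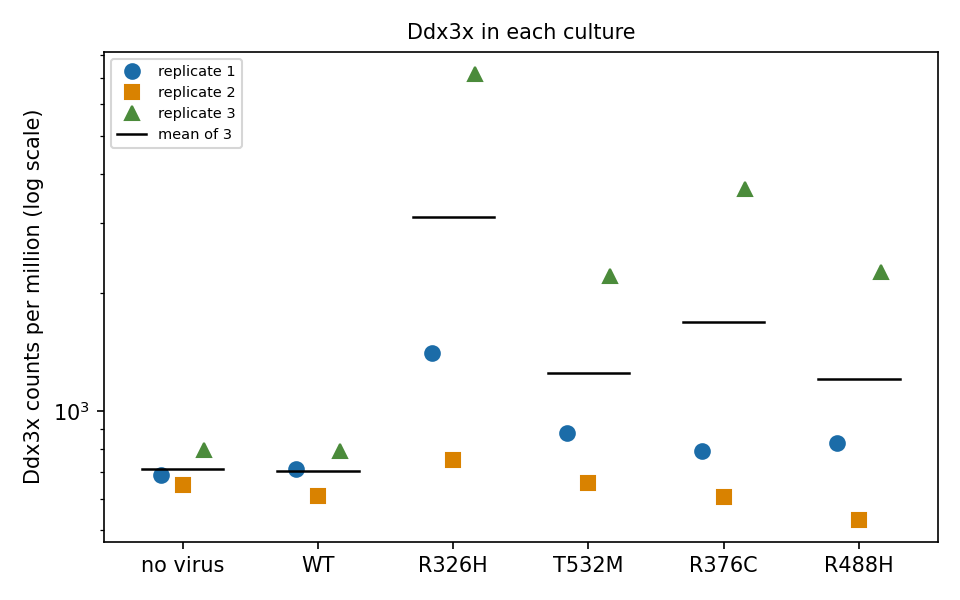
CPM of Ddx3x in each culture by condition, on a log axis. Lines mark the mean of the 3 replicates.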

Notably, in all conditions (WT and 4 mutations), there were no transcriptional changes in *Ddx3x* (total exogenous and endogenous) (S2A and S2C Fig). These data further confirm that our experimental setup did not induce *Ddx3x* overexpression.

**Fig 3:**
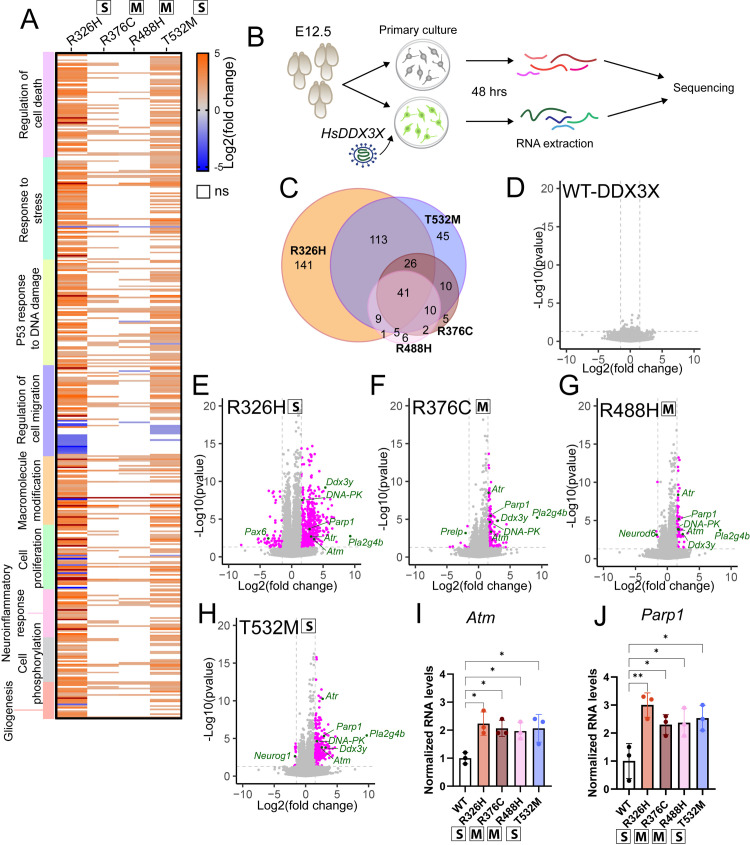
Transcriptome analysis reveals *DDX3X* missense mutations alter expression of DNA damage response genes. A) Heatmap of differentially expressed (upregulated: orange, downregulated: blue, not significant: white) transcripts across the four missense mutations, organized by Gene Ontology categories. B) Schematic of experimental design: RNA was extracted from primary cultures with and without viruses and used for bulk RNA sequencing. C) Venn diagram of significant differentially regulated transcripts across all four mutations relative to control. D, E, F, G, H) Volcano plots of transcriptome datasets for DDX3X^WT^ and each indicated missense mutation. Each dot represents a transcript. Pink: transcript fold change >1.5 or <−1.5, p-value <0.05; grey: not significant; green: selected hits of biological significance. I, J) RNA levels of *Atm* (I) and *Parp1* (J) measured by qPCR. RNA levels normalized of *Gapdh*. Each dot represents pooled primary culture. Two-way ANOVA. *p < 0.01; **p < 0.001. Data are mean ± SD. “S”: severe; “M”: mild.

We then examined the extent to which the global transcriptome was affected by *DDX3X* mutations (S2 Table). We identified extensive differentially expressed transcripts in cells expressing the severe mutations (DDX3X^R326H^: 331 DDX3X^T532M^: 259) (Fig 3A, 3C, 3E and 3H). In contrast, despite expression at similar levels, the mild mutations impacted far fewer transcripts (DDX3X^R376C^: 94; DDX3X^R488H^: 74 (Fig 3A, 3C, 3F and 3G). 

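In R326H cultures, the largest rises with the replicate block, after *D1Pas1*, were in the growth factors *Areg* (log2 fold change 4.99, standard error 0.967, edgeR adjusted p 0.00426) and *Ereg* (4.85, 0.00233), *Fosl1* (4.48, 0.00211), the matrix proteases *Mmp13* (4.33, 0.00193), *Mmp10* (4.17, 0.00461) and *Mmp12* (3.88, 0.00201), and *Plaur* (3.84, 0.00594). *Mmp13* rose from 1.49 ± 0.454 to 46.1 ± 61.1 CPM (n = 3 each), with 13.5, 8.23 and 117 CPM in replicates 1, 2 and 3. The largest falls were in the neurogenic factor *Neurog1* (-2.64, standard error 0.374, adjusted p 0.00114), *9130024F11Rik* (-2.15, adjusted p below 0.05), *Egfl6* (-2.02, 0.0171), *Lrrc17* (-1.97, 0.0033), *Prelp* (-1.86, 0.0022), the Notch target *Hes5* (-1.86, 0.00293), *Rhbdl3* (-1.59, 0.00417) and *Msx3* (-1.55, 0.0124). *Pax6* fell by 1.30 (adjusted p 0.0019) and *Neurod6* by 1.40 (0.00694). In T532M cultures the calls were all rises, among them *Lif* (2.33, 0.04), the p53 targets *Fas* (2.06, 0.0256), *Eda2r* (1.67, 0.0161), *Phlda3* (1.62, 0.04) and *Cdkn1a* (1.60, standard error 0.301, 0.0256), and *Mlkl* (1.60, 0.0416).

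At the paper's thresholds, edgeR with the replicate block called 533 genes for R326H (506 up, 27 down) and 17 for T532M. Without the block it called 0 for both, with 2153 and 405 genes at an unadjusted p below 0.05 (smallest adjusted p 0.172 and 0.999), and DESeq2 called 71 and 3 (*D1Pas1*, *Amd1* and *Gm14434*, seen before they were named). The authors' deposited tables call 538 and 35 at these thresholds, of which 490 and 15 are among the 533 and 17. Leaving out replicate 1, 2 or 3 from the blocked fit left 21, 815 and 168 calls for R326H (19, 467 and 134 of the 533) and 2, 14 and 1 for T532M (1, 7 and 1 of the 17). Without replicate 1, *Areg*, *Fosl1*, *Mmp13*, *Neurog1*, *Prelp* and *Hes5* had adjusted p from 0.0978 to 0.106 at log2 fold changes of the same sign. *Cdkn1a* in T532M passed without replicate 2 alone.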

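With the replicate block, both mild mutations raised *Lif* (log2 fold change 2.38 for R376C and 2.54 for R488H; edgeR adjusted p 0.0409 and 0.017), *Fas* (2.24 and 2.28; 0.0187 and 0.0102) and *Cdkn1a* (1.56 and 1.87, standard errors 0.302 and 0.304; 0.0379 and 0.00896). *Cdkn1a* stood at 242.2 ± 163 CPM in R376C and 301.9 ± 200 in R488H, against 76.9 ± 36.3 without virus (n = 3 each). R376C also raised *Cxcl10* (1.73, 0.0379), *Ano3* (1.70, 0.0379) and *Eda2r* (1.67, 0.0195). R488H raised *Mmp13* (3.49, 0.0279), *Fosl1* (3.44, 0.0406), *Il1rl1* (2.98, 0.0097), *Mmp12* (2.83, 0.0468) and *Ifi204* (2.36, 0.0279), and lowered *Gm14391* (-3.87, 0.0275).

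The blocked fit called 25 genes for R376C, all up, and 72 for R488H, 71 of them up. edgeR without the block called 0 for both, with 324 and 676 genes at an unadjusted p below 0.05 (smallest adjusted p 0.999 and 0.849), and DESeq2 called 3 for each (*D1Pas1* and *Gm14434* in both, *Amd1* in R376C and *Duxbl2* in R488H, named after their values were seen). The authors' deposited tables call 50 and 145 genes at the same thresholds, 20 and 68 of them among the 25 and 72. Without replicate 1, 2 or 3 the blocked fit called 5, 43 and 2 genes for R376C (2, 15 and 2 of the 25) and 6, 136 and 3 for R488H (6, 46 and 3 of the 72). *Cdkn1a* passed without replicate 2 alone, *Cxcl10* in R376C under none of them.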

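The genes called with the replicate block in a mild mutation and in R326H as well, in the same direction, include *Lif* (log2 fold change 3.39 in R326H), *Fas* (3.08), *Cxcl10* (2.29), *Cdkn1a* (2.25) and *Eda2r* (2.03). All 25 calls of R376C and 69 of the 72 of R488H were among those of R326H, together 70 of 73 (95.9%). Of the 25 genes of R376C, 14 were also called in the libraries labelled T532M, and all 17 T532M genes were called in R488H. With the labels T532M and R488H exchanged, which the closing section leaves open, 24 of the 25 were called in T532M, and the mild mutations shared 28 of 28 genes with R326H.

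Lists drawn independently would share 2.5 genes with R326H. All comparisons use the same 3 no virus libraries, which cannot be divided, so part of the excess may come from these shared controls. In 30 simulations with these controls and no effect the shared count was 0 in the median and at most 1, but at most 1 gene was called in either set, so they do not show how many genes shared controls would add to lists of this length. With separate references, chosen after seeing the data, 65 of the 73 genes called against no virus were among the 485 of R326H against WT, and 36 of the 38 genes called in a mild mutation against WT were among the 533 of R326H against no virus (2.3 and 1.29 for independent lists). The replicate block is shared by all of these. Without the block edgeR gave 0 calls to share. At an unadjusted p below 0.05 and the same fold change 133 of 150 genes were shared, and by DESeq2 3 of 4 (*D1Pas1*, *Amd1* and *Gm14434*, named after their values were seen). DESeq2 also called *Amd1* and *Gm14434* in WT against the same no virus libraries (log2 fold changes 23.45 and 23.88), so they are not particular to the mutations. Leaving out replicate 1, 2 or 3, the blocked fit shared 7 of 7, 135 of 136 and 3 of 3.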

Notably, most of these differentially expressed transcripts were also present in the severe mutation datasets (Fig 3A and 3C). The *DDX3X* paralog on the Y chromosome, *Ddx3y*, was upregulated 3-fold in all missense mutation datasets relative to WT (S2B Fig). 

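*Ddx3y* stood at 32.9 ± 7.66 CPM in WT and 35.5 ± 6.88 without virus (n = 3 each). It was 70.5 ± 52.8 CPM with R326H (log2 fold change over WT 1.10, standard error 0.541, edgeR adjusted p 0.376), 34.1 ± 14.7 with T532M (0.05, 0.537, 1), 46.2 ± 25.5 with R376C (0.49, 0.537, 1) and 41.5 ± 20.1 with R488H (0.34, 0.536, 0.959). As folds over WT these are 2.14, 1.03, 1.40 and 1.26. The ratios to the no virus library of the same number were 3.68, 1.29, 2.08 and 1.69 in replicate 3 (R326H, T532M, R376C and R488H), and 0.614 to 1.15 in replicates 1 and 2.

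With the replicate block the log2 fold change over WT was 0.91 for R326H (standard error 0.288, adjusted p 0.0347; 0.35 and 0.163 without replicate 3, and adjusted p 0.142 and 0.0543 without replicates 1 and 2), and -0.05, 0.35 and 0.21 for T532M, R376C and R488H. Without the block and without their own replicate 3, these 3 were -0.22, -0.02 and -0.03. *Ddx3y* and mouse *Ddx3x* transcripts are 84.1% identical over 4155 aligned bases. Human *DDX3X* was not aligned here either, and the tables do not say from which RNA the reads assigned to *Ddx3y* came. The 4 Y-linked genes tested as a list, *Ddx3y* included, moved by a median of 0.08, -0.09, 0.07 and -0.06 (R326H, T532M, R376C and R488H; camera adjusted p 0.334 to 0.866).

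**Figure D2:**
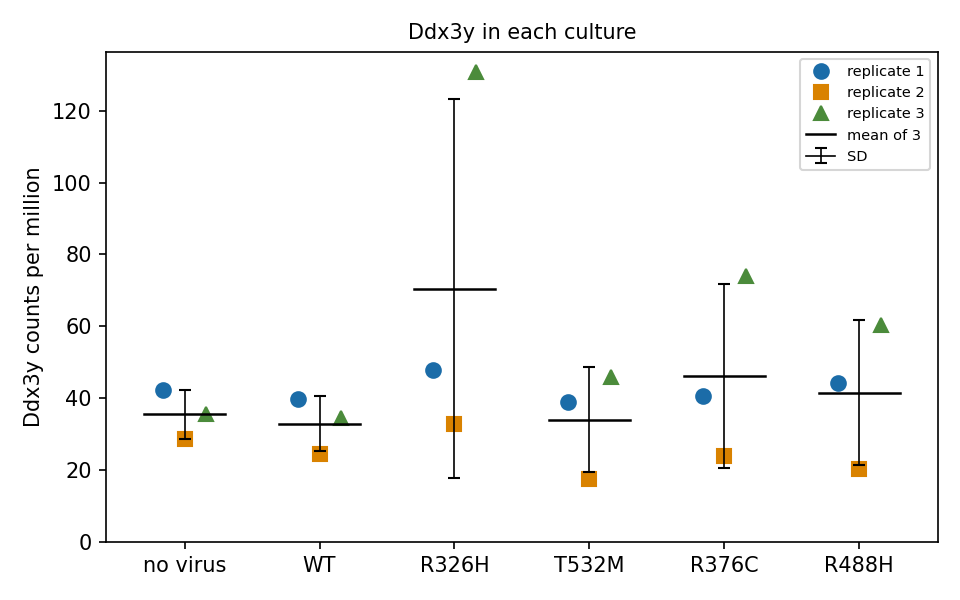
CPM of Ddx3y in each culture by condition. Lines mark the mean and bars the SD of the 3 replicates.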

Notably, the number of reads mapped on the X and Y chromosome was consistent between experimental replicates (S2C Fig). 

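Genes on the X chromosome took 3.56 ± 0.0268% of the assigned counts without virus, 3.53 ± 0.0343% in WT, 3.63 ± 0.173% in R326H, 3.50 ± 0.134% in T532M, 3.61 ± 0.113% in R376C and 3.51 ± 0.122% in R488H (n = 3 each). Against no virus, exact permutation tests of 3 against 3, whose smallest p is 0.1, gave p of 0.4, 0.8, 0.6, 0.6 and 0.5. Paired by replicate number, a test chosen after the values were seen whose smallest p is 0.25, the X share was lower than without virus in 3 of 3 pairs for WT (p 0.25) and mixed for the mutations, and the Y share was lower in 3 of 3 for WT and higher in 3 of 3 for R326H (p 0.25 each). Leaving *Ddx3x* out, R326H held 3.33 ± 0.159% against 3.49 ± 0.0271% without virus (p 0.1, the smallest such a test can give). Genes on the Y chromosome took 0.0111 ± 0.00207% without virus, 0.0107 ± 0.00189% in WT, 0.0146 ± 0.0041% in R326H, 0.0104 ± 0.00314% in T532M, 0.0123 ± 0.00282% in R376C and 0.0112 ± 0.00331% in R488H (p 0.7, 0.2, 0.9, 0.7 and 1).

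In replicate 3, *Ddx3y* made up 66.2, 41.5, 50.3 and 48.5% of the Y counts in R326H, T532M, R376C and R488H, and 25.5 to 34.5% in the other libraries. The 9 X-linked genes that escape inactivation had median log2 fold changes of -0.12, -0.12, -0.03 and -0.15 in the same order (camera adjusted p 0.346, 0.159, 0.706 and 0.0334; for R488H 0.645 when the correlation between genes was estimated). The shares rest on 24290 of 24411 genes with a known chromosome, which hold 99.1% of the counts.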

Upregulation of *Ddx3y* has been previously observed in *Ddx3x* LoF brains, suggesting that it compensates for reduced *Ddx3x* levels in this model [34]. The upregulation of *Ddx3y* suggests it also could compensate for possible *DDX3X* sub-optimal function associated with the missense mutations [39]. Together, these transcriptome data reveal divergent impacts of missense mutations on the cellular transcriptome, with the most profound disruption evidenced with severe mutations.

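The p53 target genes (27 genes) rose by a median log2 of 1.18 in R326H, 0.96 in T532M, 0.90 in R376C and 1.05 in R488H. Against the mean of the mild mutations in the same replicate, the median was higher by 0.331 ± 0.262 in R326H (mean ± SD, 3 of 3 replicates) and lower in the libraries labelled T532M (-0.137 ± 0.127, higher in 0 of 3). With the labels T532M and R488H exchanged, which the closing section leaves open, T532M was higher than the mild mean by 0.167 ± 0.054 (3 of 3), so no direction is drawn for T532M. When the severe libraries were tested against the mild ones, edgeR called 0 genes, with 43 at an unadjusted p below 0.05, and with the replicate block 0, with 488 at that level (smallest adjusted p 0.915). DESeq2 with the block called *Ap2a2*, *Glis2*, *Irak1*, *Setd8* and *Zfp598* past the adjusted p alone, at log2 fold changes of 0.15 to 0.32; the genes are named after their values were seen. Between single mutations the blocked test called 0 genes in all 6 pairs, with 2161 at an unadjusted p below 0.05 for R326H against T532M (smallest adjusted p 0.0514), and 1782 for R326H against R376C (0.109). There were 981 for R326H against R488H (0.714), 429 for T532M against R376C, 426 for T532M against R488H and 417 for R376C against R488H.

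The paper counts, for each mutation, the transcripts that pass its thresholds against no virus, gives 331 and 259 for the severe and 94 and 74 for the mild mutations, and finds most of the mild ones among the severe ones. Its methods set the threshold at an FDR below 0.05 and a log2 fold change of 1.5, while the legend of Fig 3 gives a fold change above 1.5 and a p-value below 0.05. Taking the transcriptome data together, the paper states that the severe mutations disrupt the transcriptome most. The counts by mutation in the deposited values are at the sentences on the severe and on the mild mutations.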

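*Cdkn1a*, the p53 target that halts the cell cycle, rose in R326H from 76.9 ± 36.3 to 361.6 ± 205 CPM (n = 3 each; with the replicate block log2 fold change 2.25, standard error 0.309, edgeR adjusted p 0.00104; 0.0867 without replicate 1). *Fas* rose by 3.08 (0.000481) and *Eda2r* by 2.03 (0.00121); both missed the threshold without replicate 1 (0.0678 each). Of the 27 p53 target genes, 22, 11, 7 and 18 were higher at an adjusted p below 0.05 in R326H, T532M, R376C and R488H with the block (22 in each when adjusted over the list alone) and 2, 0, 0 and 0 lower. The camera test on the list gave adjusted p of 6.91e-10, 7.58e-13, 1.63e-12 and 2.04e-12 at a fixed correlation of 0.01 between genes, and 0.644, 0.638, 0.638 and 0.638 when the correlation was estimated from the libraries (0.235 each with the block). In WT the median was 0.10 (0.209; with the block 0.0168). The response was present in each culture: medians by replicate were 1.82, 0.65 and 1.55 in R326H and at least 0.46 in the other mutations. *Trp53* itself moved by 0.04, 0.08, 0.01 and 0.09 (standard error 0.216).

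Among 23 genes of the apoptosis machinery, 10, 3, 1 and 2 were higher with the block in R326H, T532M, R376C and R488H (11, 7, 5 and 8 over the list alone) and 2, 0, 0 and 0 lower (2, 1, 1 and 2), with medians of only 0.03 to 0.12 (camera adjusted p 0.0577, 0.0142, 0.0202 and 0.0193). Genes of the integrated stress response rose in R326H by a median of 0.92, with 13 of 20 higher and 1 lower (adjusted p 0.00899), and were not called in T532M, R376C or R488H (0.10, 0.35 and 0.46; 0.453, 0.15 and 0.146), except with the block in R376C and R488H (0.00102 and 0.00221) and in WT (median 0.13, 0.0166). The NRF2 targets had medians of 1.59, 1.07, 1.10 and 1.24 (0.00165, 0.00356, 0.00541 and 0.0025; 0.728 to 0.731 with an estimated correlation), with 13, 2, 2 and 3 of 16 higher with the block (13, 6, 3 and 12 over the list alone), and passed with the block in WT (0.13, 0.00486). By replicate the NRF2 medians were 1.36, 0.34 and 2.18 in R326H, 0.20, 0.28 and 1.58 in T532M, 0.26, 0.16 and 1.65 in R376C, and 0.43, 0.33 and 1.91 in R488H, so most of the rise lay in replicate 3. The apoptosis and integrated stress response lists did not pass with an estimated correlation (0.47 to 0.912). The unfolded protein response (0.27, 0.07, 0.13 and 0.21; adjusted p 0.153 to 0.643) and heat shock genes (0.23, 0.21, 0.18 and 0.18; 0.15 to 0.646) were not called, apart from heat shock with the block in R376C and R488H (0.0177 and 0.0283; 0.412 and 0.445 when the correlation was estimated as well).

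The Gene Ontology lists of S2 Table were chosen by the study on these same libraries, so their rise is not independent evidence. The cell death list (65 genes) had a median log2 fold change of 2.19 in R326H, 1.25 in T532M, 1.58 in R376C and 1.87 in R488H, with 60, 6, 6 and 17 genes higher with the block. The list of the DNA damage response and p53 (63 genes) had 2.04, 1.41, 1.41 and 1.65, with 60, 10, 7 and 21 higher. Both lists had their highest medians in replicate 3. For cell death they were 2.01, 0.87 and 2.74 in R326H in replicates 1, 2 and 3, and 0.61, 0.47 and 1.93 in T532M. In the same order they were 0.93, 0.40 and 2.18 in R376C, and 1.00, 0.87 and 2.36 in R488H. Of the 45 tests of these 9 lists camera called 40, including all 36 in the mutations. Camera assumes here a correlation of 0.01 between genes. With a correlation estimated from the libraries 0 of the 165 tests of the fixed lists and 0 of the 45 passed (74 and 40 at 0.01).

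**Figure D3:**
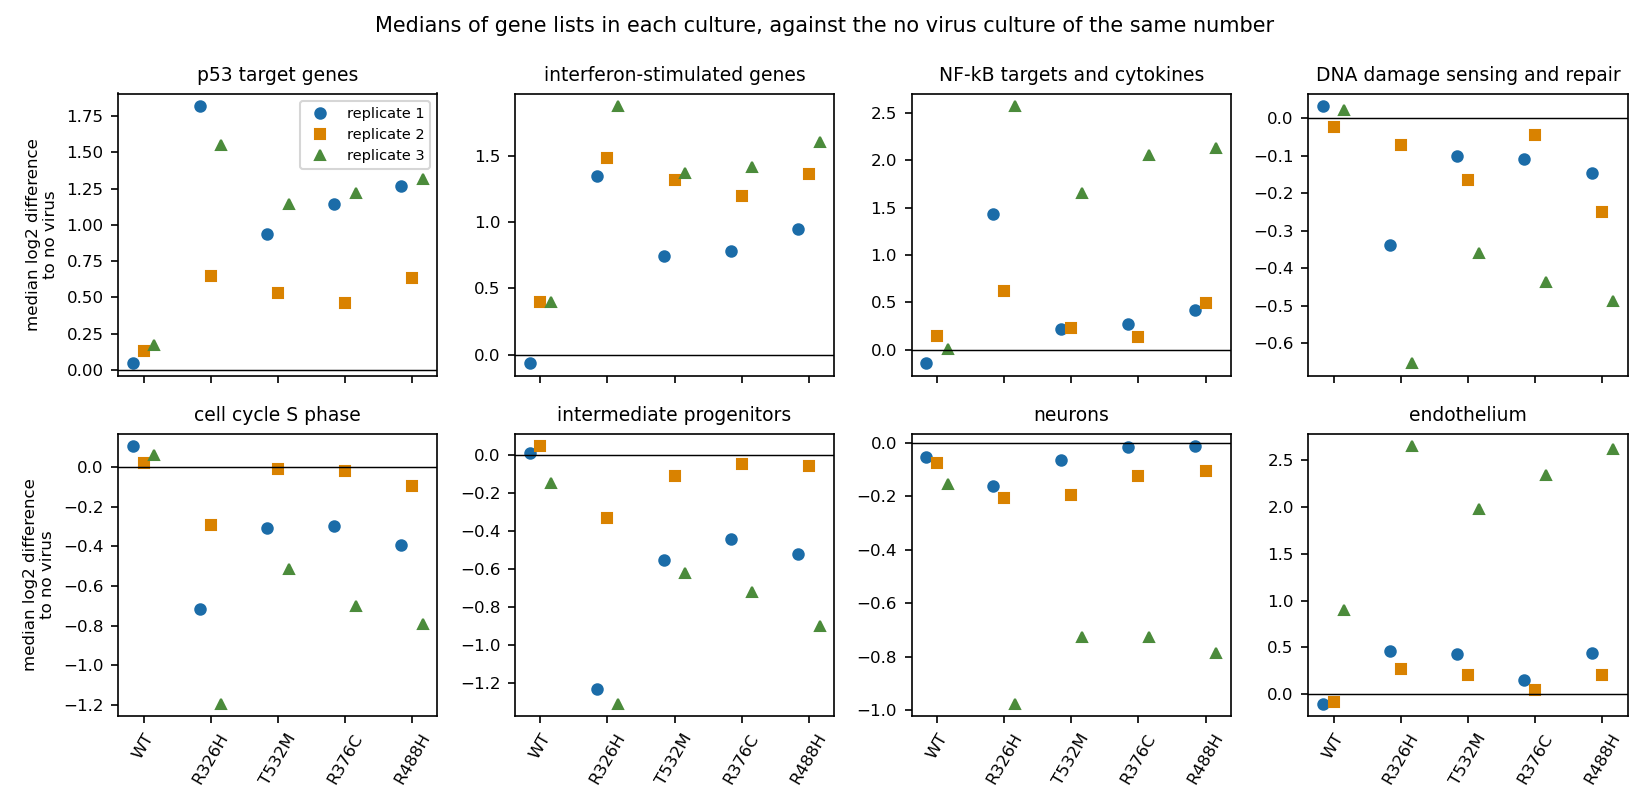
Median log2 difference to the no virus library of the same number for 8 gene lists, by condition. Each point is a replicate.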

Gene Ontology (GO) analysis of differentially regulated transcripts across all the *DDX3X* missense mutations revealed enrichment in categories associated with cellular death, cellular stress, P53 activation and DNA damage (Figs 3A and S2D and S2 Table). The transcripts associated with DNA damage were all upregulated, including several kinases involved in P53 activation (*Atm*, *Atr*, *DNA-PK*, and *Parp1*) [40] (Fig 3A, and 3E–3H). 

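*Atr* moved by a log2 fold change of 0.20 in R326H, 0.04 in T532M, 0.13 in R376C and 0.01 in R488H (standard error 0.247). It went from 31.0 ± 6.50 CPM without virus to 35.6 ± 3.61 in R326H (n = 3 each). *Atm* moved by -0.33, -0.28, -0.06 and -0.38 (standard error 0.215), from 90.6 ± 11.1 to 72.3 ± 7.50 CPM in R326H. *Prkdc*, which encodes DNA-PK, moved by -0.23, -0.10, -0.01 and -0.34 (0.272), and *Parp1* by -0.56, -0.22, -0.30 and -0.46 (0.245 for R326H), from 361.4 ± 22.9 to 245.8 ± 91.0 CPM in R326H. In WT the 4 genes moved by 0.00, -0.02, 0.00 and 0.01. With the replicate block *Parp1* was lower in R326H (-0.61, standard error 0.142, edgeR adjusted p 0.00936; 0.132 without replicate 1 and 0.0513 without replicate 3), and *Atm*, *Atr* and *Prkdc* had adjusted p of 0.188, 0.297 and 0.383 there.

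Of 26 genes for DNA damage sensing and repair, 13 were lower and 1 higher in R326H with the block (15 and 2 when adjusted over the list alone), and 0 in T532M, R376C and R488H (10 lower in R488H over the list alone). Their medians were -0.37, -0.20, -0.18 and -0.28 (camera adjusted p 0.000898, 0.0011, 0.0109 and 4.52e-05; 0.644, 0.644, 0.728 and 0.644 with an estimated correlation, 0.604 to 0.803 by the rotation test fry). In R326H they were -0.34, -0.07 and -0.65 in replicates 1, 2 and 3. The 14 genes for R-loop processing had medians of -0.13, -0.16, -0.02 and -0.17 (0.0972, 0.121, 0.485 and 0.0619; with the block 0.0412 in R488H, and 0.235 there when the correlation was estimated as well), and in R326H passed by fry (adjusted p 0.0327).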

We independently validated the increased expression of *Atm* and *Parp1* using qPCR of cells expressing *DDX3X* missense mutations (Fig 3I and 3J). These transcriptome findings highlight altered pathways associated with DNA damage response, including some which may be due to defective DNA replication. This is notable given our finding that *DDX3X* missense mutations caused extensive apoptosis (Fig 2).

### *DDX3X* clinically severe missense mutations induce DNA damage and cause aberrant R-loop formation

Given these transcriptomic changes, we postulated that *DDX3X* mutations may impair genomic stability. To test this, we first assessed if expression of *DDX3X* missense variants activates the DNA damage response (DDR) gene, P53. For this we quantified the fraction of GFP+P53+ cells. All missense mutations led to P53 activation in more than 80% of cells, while control and DDX3X^WT^ did not (Fig 4A and 4D). Similarly, all missense mutations exhibited a striking increase in pH2A.X+ cells (DNA double strand breaks), with the clinically severe mutations (DDX3X^R326H^ and DDX3X^T532M^) showing damage in ~60% of cells (Fig 4B and 4E). These data are consistent with the transcriptomic signature of elevated DDR in cells expressing all mutations, but especially severe variants. DNA damage was highest in Tuj1+ neurons, especially in those expressing clinically severe mutations (Fig 4B and 4F). This demonstrates that neurons expressing severe mutations are especially prone to DNA breaks, consistent with the higher apoptosis of neurons seen with expression of these specific variants (Fig 2G).

**Fig 4:**
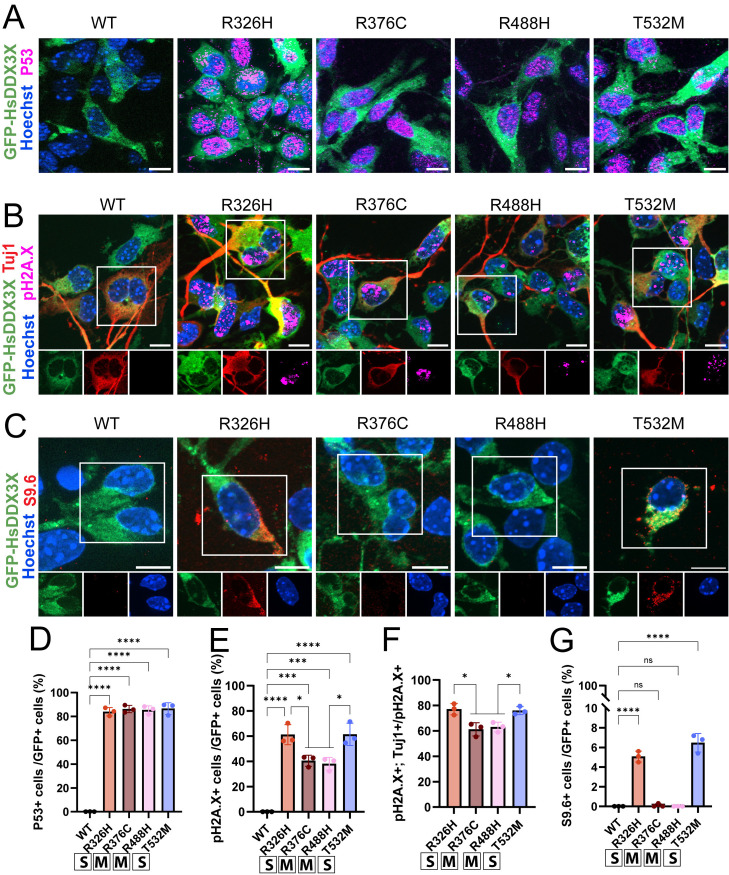
Clinically severe *DDX3X* missense mutations induce DNA damage in neurons and accumulation of R-loops in the cytoplasm. A) Representative images of P53 staining (magenta), GFP-HsDDX3X (WT or indicated mutation, green), and Hoechst (blue) in primary cells. B) Representative staining of Tuj1 (neurons, red) and pH2A.X (double strand breaks, magenta), GFP-HsDDX3X (WT or indicated mutation, green), and Hoechst (blue) in primary cultures. C) Representative images of S9.6 (R-loops, red), GFP-hsDDX3X (WT or indicated mutation, green), and Hoechst (blue) staining in primary cells. D) Quantification of the fraction of GFP+P53+ cells showed in A. E, F) Quantification of the fraction of GFP+pH2A.X+ (E) the fraction of GFP+pH2A.X+TuJ1+ (F) cells shown in B. G) Quantification of the fraction of GFP+S9.6+ cells shown in C. Scale bars: 10 μm. Two-way ANOVA *p < 0.01; **p < 0.001; ***p < 0.0001; ****p < 0.0001; ns, not significant. Eat dot represents a pooled primary culture. Data are mean ± SD. “S”: severe; “M”: mild.

As DDX3X is an RNA binding protein, we postulated that *DDX3X* mutations may induce DNA damage by influencing RNA metabolism. Of note, DDX3X binds not only RNA:RNA duplex but also ssDNA and DNA:RNA hybrids (R-loops) *in vitro* [41,42]. R-loops are essential for DNA replication and RNA transcription, and defective resolution of these structures has been associated with increased DNA damage [43]. Thus, we hypothesized that *DDX3X* missense mutations may increase R-loops in neural cells, causing cytoplasmic accumulation as has been recently reported in immortalized cells [43–46]. DDX3X^R376C^ and DDX3X^R488H^ mutations did not affect the presence of R-loops (S9.6+) (Figs 4C and 4G and S2F). This is consistent with the hypomorphic impact of these mutations upon RNA helicase activity [9] as well as relatively mild induction of DNA damage (Fig 4E). In contrast, cells expressing either clinically severe mutation showed significant cytoplasmic accumulation of R-loops (Fig 4C and 4G). Low levels of S9.6 were detectable in the nucleus, supporting the notion that this signal is due to co-transcriptional R-loop formation (S2E Fig) [43]. Together, our findings reveal that expression of *DDX3X* missense mutations, but not DDX3X^WT^, induces DNA damage and P53 activation. Clinically severe mutations cause especially high DNA damage, particularly in neurons, and this is associated with defective RNA metabolism.

### *DDX3X* missense mutations have both shared and unique protein interactomes

To further understand how missense mutations impact RNA metabolism and cellular fate, we next examined their protein interactomes. We thus conducted proximity labeling to discover the protein interactome of DDX3X^WT^ and missense mutations within neural cells in an unbiased fashion. For this we used TurboID fused to either DDX3X^WT^ or missense protein variants. TurboID, a biotin ligase that biotinylates nearby proteins, is commonly used to investigate proteins in close proximity and presumed interactors [47] (Fig 5A). These were expressed in primary neural progenitors using lentivirus as in Fig 1. Biotinylated proteins were then affinity purified using streptavidin beads and subjected to quantitative mass spectrometry. Samples were prepared for TurboID alone (negative control), DDX3X^WT^, and mutations shown in Fig 1B. Unique peptides identified for each sample were normalized to the negative control, resulting in more than 300 significantly enriched proteins for each condition (fold change > 1.5; p-value <0.05; S3 and S4 Tables).

**Fig 5:**
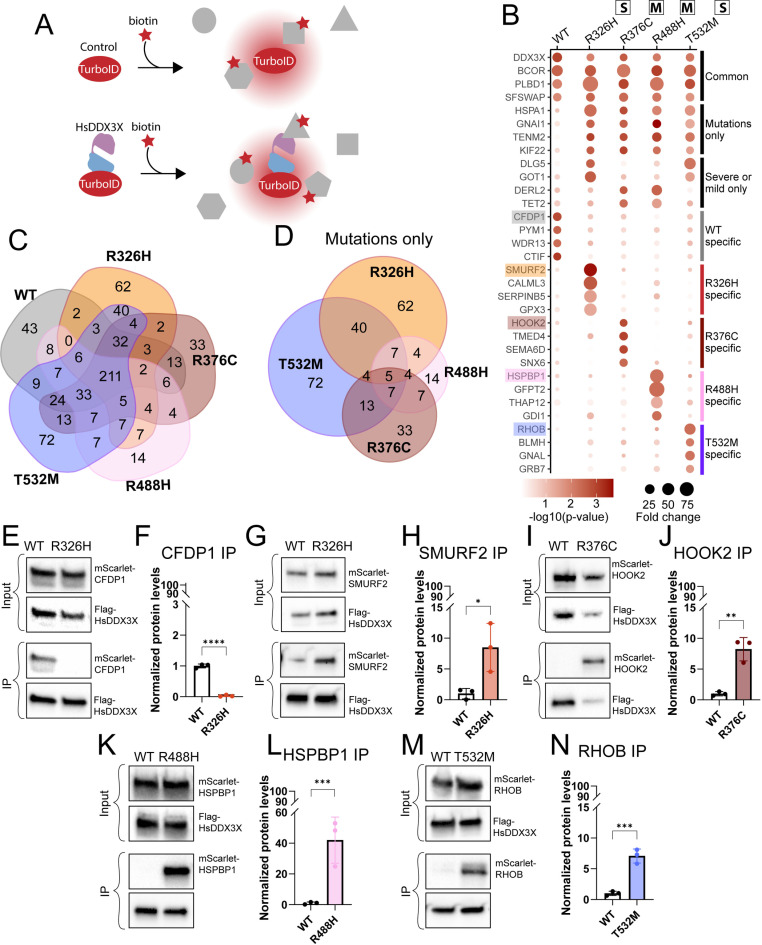
Turbo-ID proximity labeling analysis reveals *DDX3X* mutations exhibit differential protein interactomes. A) Schematic of experimental design. Negative control (unfused TurboID) or HsDDX3X-TurboID (WT or missense mutations) were delivered in primary cells. B) Scatter plot of top hits for each sub-category (common, mutations only, severe or mild only, WT-specific, R326H-specific, R376C-specific, R488H-specific, T532M-specific). C) Venn diagram of significant interactors across all conditions. D) Venn diagram of all the significant interactors across the missense mutations and not shared with the WT condition. E-N) Western blots of immunoprecipitations (IPs) for targets highlighted in (B) performed in N2A cells and quantifications. Unpaired two-tailed t-test. *p < 0.01; **p < 0.001; ***p < 0.0001; ****p < 0.0001. Data are mean ± SD. “S”: severe; “M”: mild.

Proximity labeling revealed both unique and shared protein interactomes across the different *DDX3X* variants. We identified 211 protein interactors shared between DDX3X^WT^ and all missense mutations (Figs 5B and 5C and S3A and S4 Table). Notably, these shared protein partners were primarily enriched for mRNA metabolism categories, including mRNA splicing (GO:0000389) and RNA processing (GO: 0006396). This demonstrates that *DDX3X* variants lacking helicase activity (DDX3X^R326H^ and DDX3X^T532M^) retain the ability to interact with RNA metabolism machinery (S3A–S3E Fig). Importantly, we also discovered DDX3X interactors previously observed in other cell types and species [26,30,48–54] (S3A Fig). This reinforces the robustness and validity of our datasets. Amongst these interactors was DDX3X itself, with similar fold enrichment across all mutations. This suggests that all mutations preserve the ability to homodimerize (Fig 5B).

We next compared only *DDX3X* missense variant interactomes to each other. Amongst these, the clinically severe mutations DDX3X^R326H^ and DDX3X^T532M^, showed the highest percentage of unique interactors (around 15–16% compared to 4–8% in the mild mutations) (Fig 5D). Strikingly these mutants had 40 protein interactors in common (Fig 5B and 5D). Gene ontology analysis showed that both DDX3X^R326H^ and DDX3X^T532M^ but not DDX3X^WT^, interacted with proteins associated with noncoding post-transcriptional gene silencing (GO: 0016441) and regulation of protein localization (GO:0070201) (S4A–S4D Fig). While DDX3X^R488H^ did not present enough uniquely enriched peptides to perform gene ontology analysis, DDX3X^R376C^ displayed preferential interaction with proteins involved in DNA homeostasis (S4A–S4D Fig). The composition of the proximity labeling datasets suggests that while all *DDX3X* missense mutants interact with RNA metabolism proteins, clinically severe mutations acquire new mutation-specific interactors.

To validate the DDX3X protein interactors, we focused on novel DDX3X interactors not previously reported in other cell types. We prioritized interactors with the highest enrichment amongst DDX3X^WT^ and the four *DDX3X* missense variants (Fig 5B–5D). DDX3X^WT^-specific interactor CFDP1 (Craniofacial Development Protein 1) is associated with cell cycle progression and the neurodevelopmental disorder Williams-Beuren syndrome [55]. Notably, the most enriched interactors of the missense mutants are associated with DNA damage (SMURF2 and RHOB, respectively DDX3X^R326H^ and DDX3X^T532M^ interactors) [56,57], stress granules and protein localization (HOOK2 and HSPBP1, respectively DDX3X^R376C^ and DDX3X^R488H^ interactors) [58–61]. These highlighted candidates were used to evaluate DDX3X variant-specific interactions in N2A cells.

We first validated interactions by co-expression of Flag-HsDDX3X and mScarlet-tagged interactors in N2A cells and performed co-immunoprecipitation (IP) using the Flag tag (Fig 5E–5N). To test for specificity, for each unique interaction we tested both Flag-DDX3X^WT^ and the missense mutations (Fig 5E–5N). DDX3X^WT^, but not DDX3X^R326H^, pulled down CFDP1 (Fig 5E and 5F). Similarly, DDX3X^R326H^, DDX3X^R376C^, DDX3X^R488H^, and DDX3X^T532M^ mutant proteins each co-precipitated with their respective interactor, but not with WT protein (Fig 5G–5N). These data provide orthogonal validation of *DDX3X* variants’ unique physical interactions.

We also validated the TurboID results by measuring sub-cellular co-localization in N2A cells co-expressing the GFP-HsDDX3X variant with its mScarlet-tagged interactor. Consistent with previous studies, DDX3X was primarily cytoplasmic with some DDX3X+ punctae in the nucleus (S5C Fig) [9]. In cells expressing DDX3X^R326H^, CFDP1 was primarily nuclear showing little overlap with DDX3X. In comparison, in the presence of DDX3X^WT^, CFDP1 subcellular distribution was more cytoplasmic (S4E and S4F Fig). Co-expression of DDX3X^R326H^ and SMURF2 resulted in cytoplasmic sequestration of the latter, a phenotype previously observed for SMURF2 in cancer cells [62] (S4G and S4H Fig). Under pathogenic conditions, HOOK2 is involved in formation of aggresomes, a pericentrosomal accumulation of misfolded proteins [63]. Consistent with this, DDX3X^R376C^ and HOOK2 co-expression induced the formation of aggresomes [64] (S4I and S4J Fig). Moreover, while RHOB localized to the cell membrane in WT-expressing cells, co-expression with DDX3X^T532M^ led to a higher percentage of cells with cytoplasmic localization (S4K and S4L Fig). In contrast, DDX3X^R488H^ did not affect the localization of its top interactor (S4M and S4N Fig). Taken together, these data demonstrate that overexpression of *DDX3X* variants in neuronal cells can impact subcellular localization of protein interactors. Together this rich dataset highlights new binding partners which may inform the functional impact of *DDX3X* clinically severe and mild mutations.

### *DDX3X* missense mutations generate stress granules with specific cellular and physical characteristics

These localization studies indicate that *DDX3X* missense mutations can impact the sub-cellular distribution of DDX3X and their protein interactors. Notably, DDX3X is a component of cytoplasmic stress granules, and overexpression of *DDX3X* missense variants can induce cytoplasmic granules in neural and immortalized cells in the absence of stress [9,30]. This is relevant, given our finding that *DDX3X* missense mutations induce DNA damage (Fig 3), a well characterized source of cell stress [65]. Thus, we hypothesized that *DDX3X* missense mutations drive formation of stress granules in primary neural cells and this may be most prominent for those mutations associated with significant DDR. To test this, we used our lentivirus paradigm to introduce GFP-tagged *DDX3X* variants into primary neural cells. In the absence of external cell stress, we visualized localization of these variants (Figs 6A and S5B). Notably, DDX3X^WT^ induced spontaneous granule formation in less than 1% of transduced cells, with an average of 1 granule per cell (Fig 6B and 6C). The clinically severe mutations (DDX3X^R326H^ and DDX3X^T532M^) showed granules in around 10% of transduced cells with a mean of 20 granules per cell. In contrast, the clinically mild mutations (DDX3X^R376C^ and DDX3X^R488H^) showed granules in only about 5% of cells, with an average of less than 10 granules per cell (Fig 6B and 6C). Additionally, the clinically severe mutations formed granules preferentially in neurons compared to WT, while DDX3X^R376C^ showed the opposite trend, with more granules in progenitors (Figs 6D and 6E and S5A). These results demonstrate that *DDX3X* missense mutations have different propensity for granule formation, with the clinically severe variants exhibiting higher potency of formation, especially in neurons.

**Fig 6:**
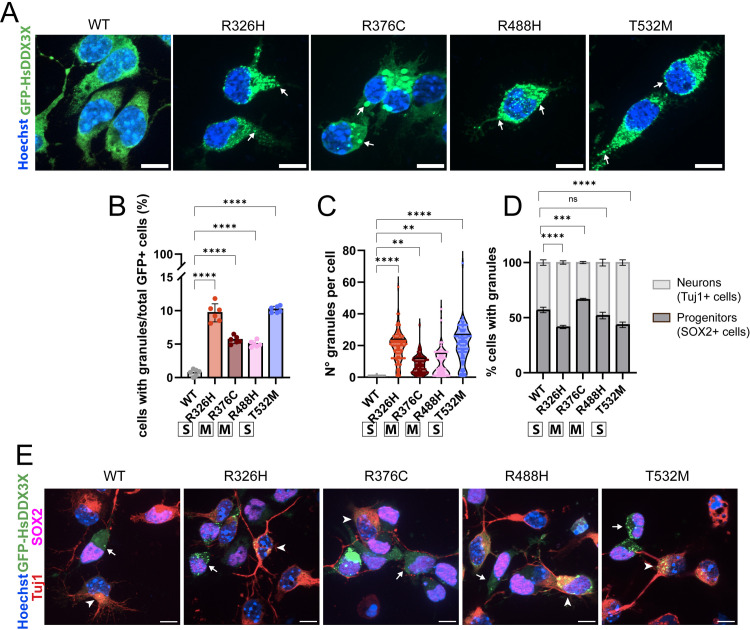
*DDX3X* missense mutations cause formation of stress granules in primary neural progenitors and neurons. A) Examples of GFP-HsDDX3X (green) subcellular distribution and stress granule formation in primary cells. Arrows point to examples of individual granules. B) Quantification of percentage of GFP+ cells with granules (n = 150–400 cells across 6 litters). C) Quantification of the average number of granules per GFP+ cell (n = 40–100 cells across 6 litters) D) Quantification of percentage of Tuj1+ or SOX2+ cells with DDX3X granules (N= 74–272 cells across 6 litters) E) Example of Tuj1 (red), SOX2 (magenta), GFP (green) and Hoechst (blue) staining in primary cultures. Arrows indicated SOX2+ cells with granules, arrowheads point to Tuj1+ cells with granules. Scale bars: 10 μm. Two-way ANOVA **p < 0.001; ***p < 0.0001; ****p < 0.0001; ns, not significant. Data are mean ± SD. “S”: severe; “M”: mild.

We next characterized the nature of these granules, as cytoplasmic granules induced with extrinsic stressors have distinct protein composition depending on cell types and disease analyzed [26]. Towards this, we characterized DDX3X granules by immunostaining for RNA binding proteins which can be recruited to stress granules (FMRP and G3BP1) [9,66]. Notably, almost a third of DDX3X^R326H^ and DDX3X^T532M^ granules colocalized with FMRP while the percentage was almost double for the mild mutations (Fig 7A and 7C). In contrast, neither DDX3X^WT^ nor any of the missense mutations overlapped with G3BP1 (Fig 7B and 7D). These observations are consistent with overexpression of DDX3X variants in N2A cells [9].

**Fig 7:**
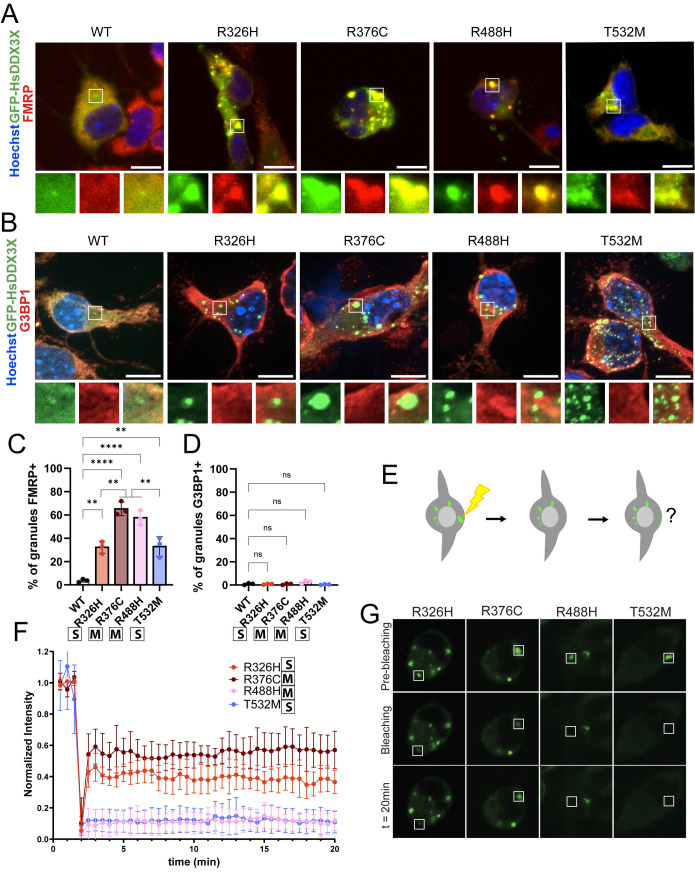
*DDX3X* missense granules show differential protein composition and physical properties. A) FMRP (red), GFP (green), Hoechst (blue) staining in primary cells. Inserts show overlap of FMRP and DDX3X in individual granules. B) G3BP1 (red), GFP (green), and Hoechst (blue) staining in primary cells. Inserts show overlap of FMRP and DDX3X in single granules. C) Quantification of FMRP+ DDX3X granules. D) Quantification of G3BP1+ DDX3X granules. E) Schematic depiction of FRAP experiments. Single DDX3X granules were photobleached using a laser and recovery of fluorescence was followed for 20 min. F) Quantification of fluorescence intensity of DDX3X granules during FRAP assay. G) Examples of GFP-HsDDX3X signal before, during and after photobleaching. Scale bars: 10 μm. Two-way ANOVA. *p < 0.01; **p < 0.001; ***p < 0.0001; ****p < 0.0001; ns, not significant. Data are mean ± SD. “S”: severe; “M”: mild.

To investigate the physical properties of these granules, we characterized DDX3X granule dynamics using Fluorescence Recovery After Photobleaching (FRAP) (Fig 7E). In this assay we did not observe clear segregation of granule dynamics by clinical severity. Instead, the mutations in different protein regions tended to show similar properties. Mutations in the N-terminal helicase domain (DDX3X^R326H^ and DDX3X^R376C^) showed a partial recovery of granule fluorescence after photobleaching. These showed differential dynamics, with DDX3X^R376C^ exhibiting a ~60% recovery, and DDX3X^R326H^ showing only a ~40% recovery (Fig 7F and 7G). This indicates that while both N-terminal mutations display limited granule dynamics, DDX3X^R326H^ has a lower capability for cytoplasmic exchange. Mutations in the C-terminal DDX3X helicase domain (DDX3X^R488H^ and DDX3X^T532M^), did not show any fluorescence recovery after photobleaching of their granules (Fig 7F and 7G), demonstrating that granules formed by these specific mutations are more solid-like. These results show that *DDX3X* C-terminal missense mutations induced granules which exhibit reduced molecular exchange with the cytoplasm. The differences observed in the dynamics and composition of these granules thus might contribute to the variable clinical severity associated with *DDX3X* mutations.

## Discussion

*DDX3X* has emerged as a central causal gene for neurodevelopmental pathologies including ASD and *DDX3X* syndrome. Yet, we lack a fundamental understanding of how clinically diverse mutations impact DDX3X molecular and cellular functions. Here, we employ a multi-modal investigation of cell fate, subcellular localization, binding partners and molecular targets to discover common and unique mechanisms of *DDX3X* syndrome (Fig 8). We demonstrate for the first time that missense mutations impair neural development and discover distinct molecular signatures associated with aberrant neurogenesis and neuronal survival. We discover that clinically severe mutations perturb neuronal fate by influencing DNA damage and RNA metabolism. Our work nominates new cellular and molecular mechanisms by which *DDX3X* mutations impair brain development, shedding light on their potential impact on neuronal health and disease progression.

**Fig 8:**
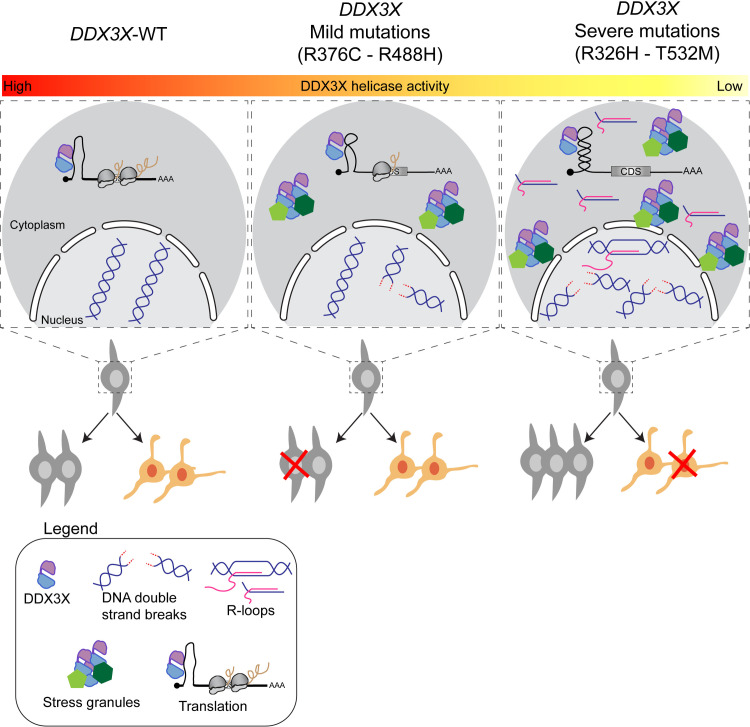
Model depicting how mild and severe *DDX3X* missense mutations influence RNA metabolism, cell fate and survival. Effects of DDX3X^WT^ (left), clinically mild (middle) and severe missense mutations (right) upon RNA metabolism and neural cell fate. Clinically mild mutations show moderate effects on DDX3X helicase activity and lead to modest accumulation of DNA damage and stress granules, resulting in apoptosis in progenitors. Clinically severe mutations cause increased accumulation of DNA damage and translocation of aberrant R-loops into the cytoplasm, leading to formation of stress granules, aberrant neurogenesis and neuronal apoptosis.

The impact of *DDX3X* upon neurodevelopment is influenced by its known ability to escape X inactivation as well as presence of the DDX3Y paralog [67]. The extent of X inactivation escape in the developing brain is unknown, but could impact mosaicism in the brain and/or altered DDX3X dosage [68,69]. Similar to LoF in mice [34], expression of *DDX3X* missense variants leads to upregulation of *Ddx3y*. While *Ddx3y* is posited to mitigate phenotypic impact in *Ddx3x* LoF males, *Ddx3y* upregulation following expression of missense mutants did not prevent severe phenotypes such as apoptosis. Our protein interaction studies indicate that the *DDX3X* missense variants retain interactions with the RNA metabolism machinery, suggesting they may potentially sequester DDX3Y protein partners, limiting a possible functional rescue. Thus, it is important to consider the complex interplay between DDX3X partners and redundancy with DDX3Y.

Clinically mild and severe *DDX3X* missense mutations impair neural cell fate and survival to different degrees. Our live imaging paradigm allowed us to assess the consequences of missense variants upon individual neural progenitors and neurons. Clinically severe variants led to a striking reduction in direct production of neurons by progenitors. Further, these variants result in significant apoptosis, evident in about 30% of all neurons. In comparison, mild mutations had subtle impacts on both neurogenesis and survival. It is notable and somewhat surprising that *Ddx3x* severe mutations impaired neurogenesis to a similar degree as LoF [34]. However, in contrast to the missense mutations, *Ddx3x* LoF in progenitors does not impact progeny survival. It is possible that the acute introduction of missense variants explains this phenotypic difference, as LoF was genetically induced several days prior to analysis [34].

How do these developmental alterations contribute to clinical outcomes? Severe mutations are defined by the presence of PMG as well as thinning or absence of the corpus callosum [9,70,71]. The altered neurogenesis and increased neuronal death caused by expression of the severe variants suggest potential cellular defects which may contribute to these cortical malformations. In sum, taken with previous LoF studies [34], our data reinforce that functional DDX3X is necessary both for generation and survival of neurons.

We discover underlying molecular mechanisms to explain how *DDX3X* severe missense mutations impair cell survival. Our data indicate cell death is associated with excessive DNA damage and aberrant DNA:RNA hybrids. Notably, these identical severe *DDX3X* variants also profoundly reduce RNA helicase activity [9]. Thus, we postulate that *DDX3X* severe mutations cause unresolved R-loops as an early manifestation of impaired RNA helicase activity. In line with this model, extensive literature shows that unresolved R-loops cause DNA double strand breaks and activation of DDR [45,72,73]. Unresolved DNA damage and sustained DDR in neurons can induce their death. One mechanism for this is cell cycle reentry and activation of checkpoint genes such as ATM [74]. Thus, in neurons expressing *DDX3X* variants, upregulation of ATM/ATR signaling may cause DDR and apoptosis.

Our study establishes the first connection between R-loop formation and *DDX3X* missense mutations in the context of neurodevelopmental syndrome. Notably, downregulation of *DDX3X* in human cancer lines also causes R-loops [75]. Together this suggests that both loss of function and missense variants can interfere with resolving DNA:RNA hybrids.

Recent studies indicate R-loops can cause neuroinflammation [44,45,72]. Cytoplasmic R-loops can be detected by immune system receptors, resulting in activation of IRF3 and triggering innate immune response and apoptosis [45,46]. This raises the intriguing possibility that expression of severe *DDX3X* mutations may also be associated with unique immune responses. In future studies it will be interesting to assess neuro-immune outcomes associated with *DDX3X* syndrome, as well as how anti-inflammatory drugs such as IRF3 specific inhibitors [76] modulate *DDX3X* phenotypes.

Expression of clinically severe mutations also led to striking increases in stress granule formation. We postulate that this outcome results from a stressed cellular state associated with aberrant DNA damage and altered RNA metabolism. It is notable that DDX3X granules, like FUS granules, lack co-localization with G3BP1 [77,78]. While stress granules can form without G3BP1, its presence is necessary for granule disassembly [35,79,80]. Absence of this pivotal component hints at an inability of the cell to disassemble DDX3X stress granules leading to formation of chronically stable cytoplasmic aggregates. Differences in granule composition and stability between severe and mild mutations may reflect a pathological role of these organelles and/or a stressed cellular state. Future studies exploring the causal relationship between DDX3X granule formation, DNA damage, and neuronal viability will be critical for understanding their pathophysiological relevance in *DDX3X* syndrome.

Our study highlights transcriptomic and signaling pathways unique to each mutation suggesting possible biomarkers and future therapeutic strategies for *DDX3X* syndrome. To date, there is no approved therapy for *DDX3X* syndrome nor ongoing clinical trials. Identification and classification of specific molecular signatures associated with different *DDX3X* mutations might help to prioritize potential therapeutic strategies, including patient-specific efficacy and personalized therapies. Similar strategies are being applied for other developmental diseases [81–83] The clinical complexity and genetic heterogeneity of *DDX3X* syndrome generate challenges for therapeutic avenues, however continued molecular phenotyping of *DDX3X* variants is a valuable path.

Our study establishes a technical paradigm for a broader investigation of the diverse landscape of *DDX3X* missense mutations, as well as missense mutations in other genes linked to other neurodevelopmental disorders. Mutations in dozens of RNA binding proteins have been associated with neurodevelopmental disorders and intellectual disabilities [5,84]. A key challenge in studying DDX3X and other RNA binding proteins is that overexpression can cause cellular phenotypes such as apoptosis. Our lentiviral paradigm circumvents this challenge by enabling screening of disease variants with low-levels of expression. This strategy may be extended to more complex systems, such as human brain organoids, providing the opportunity to work directly in human models and without lengthy and expensive genome editing.

Similarly, our study highlights conceptual frameworks relevant for related neurological disorders. Observations that R loop formation occurs with missense variants reinforces the central role that aberrant RNA metabolism plays in neurodevelopmental pathologies. Chronic accumulation of R-loops is associated with both neurodegenerative diseases [43,44] and neurodevelopmental diseases [85]. Further, cytoplasmic inclusions are linked to neurodegenerative diseases [86], and our work further supports their association with neurodevelopmental pathology [36,87,88].

In conclusion, through comprehensive analyses of four recurrent *DDX3X* mutations we have uncovered new cellular and molecular mechanisms that explain how these mutations differentially impair neurodevelopment. By linking DNA damage, R-loop cytoplasmic accumulation, and stress granule formation to severe mutations, we offer insights into the pathophysiology of *DDX3X* syndrome. Taken together, these highlight new avenues of investigation into how specific DDX3X missense variants uniquely affect cell survival pathways via RNA metabolism and DNA damage. This work establishes a technical and conceptual foundation for future studies, enabling deeper exploration into the diverse landscape of DDX3X mutations and their contribution to neurodevelopmental disorders. Future research should focus on categorizing additional missense mutations to fully delineate the spectrum of *DDX3X*-related pathologies.

## Materials and methods

### Ethics statement

All animal procedures were approved by the Duke Institutional Animal Care and Use Committee (IACUC) and performed in agreement with the ethical guidelines of the Division of Laboratory Animal Resources (DLAR) from Duke University. We used the previously described mouse line: Dcx::DsRed [37]. The following mouse strains were obtained from Charles Rivers: CD1 (strain 022). For embryo staging, plug dates were defined as embryonic day (E) 0.5 on the morning the plug was identified.

### Primary cultures

Primary cortical cultures were derived from E12.5 embryonic dorsal cortices, as previously described in [38]. In brief, tissue was prepared in a single cell suspension by trypsinization (7 min with 0.25% Trypsin-EDTA, Thermo Fisher Scientific, 25200056), and mechanical dissociation by pipetting p200 pipette. 12–16 (from 6–8 embryos) cortices were pooled together and isolated cells were plated in neural progenitor media (DMEM Thermo Fisher Scientific 11965092; B-27 supplement Life Technologies 12587010; N2 supplement Thermo Fisher Scientific 17502048; N-acetyl cystein Sigma A9165; bFGF R&D 3139-FbB-025/CF). Cells were plated 24-well glass-bottom dish (MatTek P24G-1.5-10-F) and given 3h to settle at 37°C in 5% CO_2_ prior to lentiviral transduction. After 48hrs from lentiviral transduction, the cells were harvested for analysis.

### Live imaging

Dcx::DsRed E12.5 cortices were used to derive primary culture as described above. 48hrs after viral transduction, the neural progenitor media was change. Images were captured every 20 min for 24 h using a 20× magnification on a Zeiss Axio Observer Z.1 equipped with a XL multi S1 incubation chamber, CO_2_ module S, temperature module S, and humidity control. The cells were kept 37°C and 5% CO_2_ for the duration of the live imaging. Mitosis duration, catastrophe and viability were identified by morphology (rounding of cells and visual identification of condensation of chromatin). Cells were considered neurons if expressing dsRed for at least 4 hours.

### Plasmid constructs

All cloning PCR products were amplified by Q5 polymerase (NEB, M049L). For construction of vectors used for lentiviral assays, HsDDX3X^WT^ and missense mutations were amplified from previously generated plasmid [9] and inserted into the pUbc-EGFP (Addgene # 98916), EGFP or TurboID, by EcoRV enzyme sites. For generating mScarlet constructs, gene of interest were amplified from mouse cDNA and inserted in pCAGGS-mScarlet by BsrI enzyme site. HiFi DNA Assembly Master Mix (NEB, E2621L) was used to aligned cloned inserted and cut plasmids. Sequence was validated by Sanger sequencing.

### Lentivirus packaging and transduction

HEK293T cultured in DMEM+10%FBS+1%P/S were used for lentivirus production. 26.75ug pMF58 containing EGFP-HsDDX3X or TurboID-HsDDX3X (DDX3X^WT^ or missense mutations), 20 µg Packaging plasmid (psPAX2) and 6.25 µg Envelope plasmid (pMD2.G) were transfect with PEI-MAX (Polysciences, 24765-100) when cells reached to 70–80% in 15 cm dish. 48hrs after transfection, the medium was collected and centrifuged at 5000 g × 10 min. The supernatant was then filtered through a 0.45 mm filter (VWR, 28143-352) into an ultracentrifuge tube (Beckman-Coulter, 357448). 4ml sterile 20% sucrose was added below the medium using a 5 ml serological pipette. The mixture was centrifuge at 19700 rpm for 2hrs at 4°C in a swinging bucket rotor (Beckman-Coulter, SW28). The supernatant was then removed, 100 µl of PBS was added, and the virus was resuspended overnight at 4°C with rocking. The resuspended virus was aliquoted, flash-freeze and stored at −80°C. To transduce cells, each lentivirus was titrated to achieve ~30% overexpression and added to the cells in the evening. After 16–18 hours, the media was changed. Nearly all cells were transduced by the following day (S1A and S1B Fig).

### Immunofluorescence staining

Cells were fixed in 4% PFA for 10min at room temperature. Permeabilization was done with 1X PBS/0.25% TritonX-100 for 10min and blocked with 5% NGS/PBS for 30min at room temperature. Cells were incubated with primary antibodies overnight at 4°C, and secondary antibodies at room temperature for 1 hours (Alexa Fluor-conjugated, Thermo Fisher, 1:800). The following primary antibodies were used: DDX3X (Sigma, HPA001648, 1:500), SOX2 (Thermo Fisher, 14-9811-82, 1:1000), FMRP (Sigma, F4055, 1:200), G3BP1 (Proteintech, 13057-2-AP, 1:100), TUJ1 (Biolegend, 801202, 1:1000), pH2A.X (Cell Signaling, 9718, 1:200), P53 (Leica, CM5, 1:250), S9.6 (Kerafast, ENH001, 1:100). Slides were mounted with Vectashield (Vector Labs, H-1000-10).

### Microscope image acquisition and processing

Images were captured using a Zeiss Axio Observer Z.1 equipped with an Apotome for optical sectioning at 20x (0.8 NA) (S1 Fig), 40x (1.4 NA) (Figs 4A and 4B, and 6E) and/or 63x (1.4 NA) (Fig 4C), alternatively Zeiss LSM 780 confocal microscope using 63x magnification (1.4 NA) (Figs 6A, 7A and 7B, S4E, S4G, S4I, S4K and S4M). Images were acquired using Zen Blue 2.6 (Zeiss Axio Observer Z.1) or Zen Black 2011 (Zeiss LSM 780). 10 fields of view were captured per experiment and all images for a giver experiment were captured with identical exposures. All images were captured as 16 bit and processed using ImageJ. Cells were manually counted (Fiji cell counter).

### RNA extraction and RT-qPCR

Cells were centrifuged to make them precipitate and RNA was purified from Trizol (Thermo, 15596026) method. cDNA was prepared using iScript kit (Bio-Rad, 1708891) following manufacturer’s protocol. qPCR was performed using SYBR Green iTaq (Bio-Rad, 1725124). In at least three independent biological samples in a QuantStudio 3 machine (Applied System). Values were normalized to *Gapdh* as loading control. The following primers were used: *Mus musculus Gapdh* (Forward 5’-TGGATTTGGACGCATTGGTC-3’ and Reverse 5’-TTTGCACTGGTACGTGTTGAT-3’), *Mus musculus Atm* (Forward 5’-GCTTCCTCCCGAAATTCCTGT-3’ and Reverse 5’-CCTCTAAAGGGTCCCATTCGT-3’) and *Mus Musculus Parp1* (Forward 5’-CTCTGTACTTTGAAAACCACCGT-3’ and Reverse 5’-GCTCAGTCGGACACCATGTA-3’).

### Bulk RNA sequencing and analysis

Primary culture cells were precipitated and RNA was purified RNAeasy kit (Qiagen), each experimental condition has 3 biological replicates. cDNA libraries were prepared by Illumina TruSeq stranded mRNA kit. RNAseq libraries were sequenced on the NovaSeq (PE100) with 20M paired end reads. RNAseq libraries were sequenced to a depth of ~40 million total reads per sample. RNASeq data aligned by Star Salmon from FASTAq files, and normalized on “no virus” samples. Differential gene expression (DGE) analysis using DESeq2. DGE lists were defined using an FDR <0.05, with Log2(FC) ≥ 1.5 or ≤ −1.5. Overlapped and specific gene expression changes were defined by Biovinn (https://www.biovenn.nl/). GO analysis were performed on PANTHER [89] and categories were selected by FDR <0.05.

### Proximity labeling with TurboID and mass spectrometry

Primary culture cells from E12.5 embryos from 3 CD1 mouse litters (per trial to obtain 1 biological replicate for each lentivirus) were dissected, mixed, and plated such that each condition had the same background primary cells prior to transduction. Cells were transduced with TurboID or TurboID-DDX3X (DDX3X^WT^ or missense mutations) for 48 hrs. 500uM biotin (Sigma) were added to the medium and incubate 45min at 37°C. Medium was removed and cells were washed with ice cold 1xDPBS 5 times on ice. Then, cells were lysate in 1x RIPA buffer (50 mM Tris-HCl pH = 7.4, 150 mM NaCl, 1% sodium deoxycholate, 2% Triton-X, 0.2% SDS) with protease inhibitors (Roche, 4693132001). Lysates were frozen at −80°C for 3min to further lyse the cells. Lysates were thawed and triturated 5 times with 25G needle, then, spun down at 15000 g for 10min at 4°C. The supernatants were frozen at −80°C. After three biological replicates for each condition were obtained, the supernatants were thawed and incubated with 50 µl of Streptavidin beads (Thermo Fisher, 65601) overnight at 4°C with end-over-end rotation. Beads were magnetized and washed with the following: 2× RIPA buffer, 2× 1M NaCl, 1× 2M urea, 2× 50 mM ammonium bicarbonate. Beads were eluted in 100 µl of elution buffer (25 mM tris, 50 mM NaCl, 10 mM DTT, 2% SDS, 5 mM free biotin) and boiled for 10 min at 98°C. 15 uL of input, supernatant, wash 1, and elution were saved to perform western blotting to confirm the IPs were successful. Elution was sent for mass spectroscopy at the Duke Proteomics and Metabolomics Core Facility. Samples were spiked with undigested bovine casein at a total of either 1 or 2 pmol as an internal quality control standard. Next, samples were reduced (10 mM dithiolthreitol already in samples) for 30 min at 80C, alkylated with 20 mM iodoacetamide for 30 min at room temperature, then supplemented with a final concentration of 1.2% phosphoric acid and 866 μL (depending on sample volume) of S-Trap (Protifi) binding buffer (90% MeOH/100mM TEAB). Proteins were trapped on the S-Trap micro cartridge, digested using 20 ng/μL sequencing grade trypsin (Promega) for 1 hr at 47C, and eluted using 50 mM TEAB, followed by 0.2% FA, and lastly using 50% ACN/0.2% FA. All samples were then lyophilized to dryness. Samples were resolubilized using 12 μL of 1% TFA/2% ACN with 12.5 fmol/μL yeast ADH.

Quantitative LC/MS/MS was performed on 3 μL (25% of total sample) using an MClass UPLC system (Waters Corp) coupled to a Thermo Orbitrap Fusion Lumos high resolution accurate mass tandem mass spectrometer (Thermo) equipped with a FAIMSPro device via a nanoelectrospray ionization source. Briefly, the sample was first trapped on a Symmetry C18 20 mm × 180 μm trapping column (5 μl/min at 99.9/0.1 v/v water/acetonitrile), after which the analytical separation was performed using a 1.8 μm Acquity HSS T3 C18 75 μm × 250 mm column (Waters Corp.) with a 90-min linear gradient of 5–30% acetonitrile with 0.1% formic acid at a flow rate of 400 nanoliters/minute (nL/min) with a column temperature of 55C. Data collection on the Fusion Lumos mass spectrometer was performed for three difference compensation voltages (−40v, −60v, −80v). Within each CV, a data-dependent acquisition (DDA) mode of acquisition with a r = 120,000 (@ m/z 200) full MS scan from m/z 375–1500 with a target AGC value of 4e5 ions was performed. MS/MS scans were acquired in the ion trap in Rapid mode with a target AGC value of 1e4 and max fill time of 35 ms. The total cycle time for each CV was 0.66s, with total cycle times of 2 sec between like full MS scans. A 20s dynamic exclusion was employed to increase depth of coverage. The total analysis cycle time for each injection was approximately 2 hours.

Following UPLC-MS/MS analyses, data were imported into Proteome Discoverer 2.5 (Thermo Scientific Inc.). In addition to quantitative signal extraction, the MS/MS data was searched against the SwissProt *M. musculus* database (downloaded in Nov 2019), the human DDX3X sequence, and a common contaminant/spiked protein database (bovine albumin, bovine casein, yeast ADH, etc.), and an equal number of reversed-sequence “decoys” for false discovery rate determination. Sequest (v 2.5, Thermo PD) was utilized to produce fragment ion spectra and to perform the database searches. Database search parameters included fixed modification on Cys (carbamidomethyl) and variable modification on Met (oxidation). Search tolerances were 2ppm precursor and 0.8Da product ion with full trypsin enzyme rules. Peptide Validator and Protein FDR Validator nodes in Proteome Discoverer were used to annotate the data at a maximum 1% protein false discovery rate based on q-value calculations. Note that peptide homology was addressed using razor rules in which a peptide matched to multiple different proteins was exclusively assigned to the protein has more identified peptides. Protein homology was addressed by grouping proteins that had the same set of peptides to account for their identification. A master protein within a group was assigned based on % coverage. Prior to imputation, a filter was applied such that a peptide was removed if it was not measured in at least 2 unique samples (50% of a single group). After that filter, any data missing values were imputed using the following rules; 1) if only one single signal was missing within the group of three, an average of the other two values was used or 2) if two out of three signals were missing within the group of three, a randomized intensity within the bottom 2% of the detectable signals was used. To summarize to the protein level, all peptides belonging to the same protein were summed into a single intensity. These protein levels were then subjected to a normalization in which the top and bottom 10 percent of the signals were excluded and the average of the remaining values was used to normalize across all samples. Each of the identified putative interactors of the DDX3X-fused conditions resulting values across the three biological values have been normalized over the negative control condition (TurboID). The normalized values have been used to calculate fold change and p-values (t-test). The significative hits (fold change >1.5, p-value <0.05) of the DDX3X^R326H^, DDX3X^R376C^, DDX3X^R488H^ and DDX3X^T532M^ have been also used to do normalization over DDX3X^WT^ to analyzed changes between WT protein and missense variations.

### Western blot and co-immune precipitations

Cell cultures were lysed at 4°C in TNE buffer (50 mM Tris-HCl pH = 7.4, 137 mM NaCl, 0.1 mM EDTA) containing 0.5% Triton X-100, plus protease inhibitors (Roche). Protein lysates were incubated on ice for 10 min and clarified by centrifugation at 20,000 rcf for 5 min. For co-immunoprecipitations 1% octyl-beta-glucoside was added to the lysis buffer, and samples were incubated for 40 min on ice and clarified by manual spin for 15 sec at 4°C. 0.5–1 ml of each protein lysate was incubated with 50 µl anti-Flag M2 Magnetic beads (Sigma, M8823) overnight at 4°C with shaking. Beads were magnetized and after 5 washes with TNE buffer plus 0.5% NP-40 detergent and protein inhibitors, beads were resuspended in elution buffer (TNE buffer plus 1x laemmli buffer and 50 mM DTT) and boiled 5–10 min at 98°C. For Western blot, 20 ug of protein lysates, plus 1x laemmli buffer and 50 mM DTT, were boiled for 5 min at 98°C. SDS-PAGE was run using 4–20% Mini-PROTEAN TGX precast gels (Bio-Rad, 4568094) and run at 130V for 1 hrs. Blotting was done using the Trans-Blot Turbo Transfer System (Bio-Rad). Blots were all blocked in 5% milk in TBST (TBS buffer, 0.1% tween detergent). Primary antibodies were incubated overnight at 4°C shaking. The following day, they were rinsed 3 times 10 min in TBST buffer, incubated with secondary antibody in TBST buffer for 1 hr at room temperature and rinsed 3 times 10 min in TBST buffer. Western imaging was done using ECL Western blotting substrate (Thermo Scientific, 32106) supplemented occasionally with SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific, 34095). Blots were exposed in a Bio-Rad Gel Doc XR system. Quantification of Western Blot was performed using Bio-Rad Image Lab software. Primary antibodies used: DDX3X (Sigma, HPA001648, 1:1000), FLAG-HRP (Sigma, A8592, 1:5000), RFP (Rockland, 600-401-379, 1:500).

### Fluorescence recovery after photobleaching (FRAP)

For FRAP of the live cells, cells expressing EGFP-HsDDX3X were cultured in 24well plate glass-bottomed dishes (Mattek, P24G-1.5-10-F). The FRAP assays were conducted using the bleaching module of the Zeiss LSM 780 confocal microscope using 63x magnification. The 488 nm laser was used to bleach the EGFP signal. Bleaching was focused on a circular region of interest (ROI) using 100% laser power. Time lapse images were collected every 30 sec starting 90sec before the bleaching for a total time of 20 min. A same-sized circular area away from the bleaching point was selected as an unbleached control. The fluorescence intensity was measured in Fiji.

### Quantification and statistical analysis

Experimenters were blinded at the analysis stage and all analyses were performed blindly by 1 or more investigators. Sample sizes were based on previous experiments [9,34,38]. No data was excluded from analysis. Number of data points and statistical tests used for all the comparisons are indicated in the figure legends.

## Supporting information

S1 Table Summary of clinical data for mutations examined in this study.

S2 Table Transcriptomic data and Gene Ontology analysis.

S3 Table Raw proteomic analysis. (XLSB)

S4 Table Normalized proteomic analysis. (XLSB)

S1 Supportive Information Source data with graph values. Data used to generate graphs in all figures.
(XLSX)

S1 Data Source data for Western blot Fig 1. Full-length western blots for Fig 1. Note some blots were cut prior to probing.

S2 Data Source data for Western blots Fig 5. Full-length western blots for Fig 5. Note some blots were cut prior to probing.

S1 Fig DDX3X lentiviral expression transduction. A) Low magnification representative images of mouse primary cultures 2 days after GFP-*HsDDX3X* lentiviral delivery. B) Quantification of transduction efficiency in A. Each dot represents a pooled primary culture. C) Snapshots of an unsuccessful mitosis and subsequent cell death. D) Quantification of failed divisions. E) Quantification of mitosis duration. F) Schematic example of a re-divisions. G) Quantifications of re-divisions. D, E, G) χ^2^ analysis with post-hoc Bonferroni. n = 3 live-imaging sessions and n = 3 litters. Scale bars: 10 μm. ****p < 0.0001; ns, not significant. Data are mean ± SD. “S”: severe; “M”: mild.
(TIF)

S2 Fig *Ddx3x* is not upregulated in DDX3X^WT^ or missense mutations conditions. A, B) *Ddx3x* (A) and *Ddx3y* (B) levels from transcriptome datasets. C) Percentage of mapped reads from chromosome X and Y across all conditions and the three biological replicates of the transcriptome dataset. D) Gene ontology category relative to heatmap in Fig 3A. E) Quantification of sub cellular localization of S9.6+ cells. Two-way ANOVA. *p < 0.01; ns, not significant. Data are mean ± SD. “S”: severe; “M”: mild.
(TIF)

S3 Fig Turbo-ID Gene Ontology analysis highlights shared putative interactors in DDX3X^WT^ and missense mutations involved in RNA metabolism. A) StringDB analysis of the 211 putative interactors shared between all experimental conditions. Nodes are divided according to GO categories. B, C, D, E) GO analysis of the significant interactors for R326H (B), R376C (C), R488H (D) and T532M (E) relative to the negative control.
(TIF)

S4 Fig DDX3X overexpression in N2A cells affects sub-cellular localization of protein interactors. A–E) Gene Ontology analysis of the significant interactors for WT DDX3X (A). and those not shared with DDX3X^WT^ for R326H (B), R376C (C), T532M (D). E, F) Representative images of N2A cells transfected with GFP-HsDDX3X (green) and mScarlet-CFDP1 (red) (E) and quantifications (F). G, H) N2A cells transfected with GFP-HsDDX3X (green) and mScarlet-SMURF2 (red) (G) and quantifications (H). Arrowheads point to example of whole cell localization, arrows to cytoplasmic localization. I, J) N2A cells transfected with GFP-HsDDX3X (green) and mScarlet-HOOK2 (red) (I) and quantifications (J). K, L) N2A cells transfected with GFP-HsDDX3X (green) and mScarlet-RHOB (red) (K) and quantifications (L). Arrowheads point to example of membrane localization, arrows to cytoplasmic localization. M, N) N2A cells transfected with GFP-HsDDX3X (green) and mScarlet-HSPBP1 (red) (M) and quantifications (N). F, H, J, L, N) each dot represents an independent transfection. Scale bars: 10 μm. Unpaired t-test *p < 0.01; **p < 0.001; ***p < 0.0001; ****p < 0.0001. Data are mean ± SD.
(TIF)

S5 Fig GFP-HsDDX3X granules are present in progenitors and neurons overlap with endogenous DDX3X. A) Quantification of total cell composition (SOX2 and Tuj1+ cells) of primary cells after 2 days of lentiviral transduction. B) Example of staining with anti-DDX3X (red) and GFP (green). Inserts show overlap with GFP-HsDDX3X granules. C) Example of staining with anti-DDX3X (red) and GFP (green). Inserts show overlap in nuclear puncta of DDX3X. Scale bars: 10 μm. Two-way ANOVA ns, not significant. Data are mean ± SD. “S”: severe; “M”: mild.
(TIF)

## References

[1] LodatoS, ArlottaP. Generating neuronal diversity in the mammalian cerebral cortex. Annu Rev Cell Dev Biol. 2015;31:699–720. Epub 20150911. doi: 10.1146/annurev-cellbio-100814-125353 ; PMCID: PMC477870926359774 PMC4778709

[2] SilverDL, RakicP, GroveEA, HaydarTF, HenschTK, HuttnerWB, et al. Evolution and ontogenetic development of cortical structures. In: Lupp SesufrJR, SingerW, SejnowskiTJ, RakicP, editors. The neocortex. Vol. 27. Cambridge, MA: MIT Press, in press; 2019.

[3] KriegsteinA, Alvarez-BuyllaA. The glial nature of embryonic and adult neural stem cells. Annu Rev Neurosci. 2009;32:149–84. doi: 10.1146/annurev.neuro.051508.135600 ; PMCID: PMC308672219555289 PMC3086722

[4] HoyeML, SilverDL. Decoding mixed messages in the developing cortex: translational regulation of neural progenitor fate. Curr Opin Neurobiol. 2021;66:93–102. Epub 20201023. doi: 10.1016/j.conb.2020.10.001 ; PMCID: PMC805816633130411 PMC8058166

[5] NussbacherJK, TabetR, YeoGW, Lagier-TourenneC. Disruption of RNA metabolism in neurological diseases and emerging therapeutic interventions. Neuron. 2019;102(2):294–320. doi: 10.1016/j.neuron.2019.03.014 ; PMCID: PMC654512030998900 PMC6545120

[6] ParraAS, JohnstonCA. Emerging roles of RNA-binding proteins in neurodevelopment. J Dev Biol. 2022;10(2). Epub 20220610. doi: 10.3390/jdb10020023 ; PMCID: PMC9224834.35735914 PMC9224834

[7] PrashadS, GopalPP. RNA-binding proteins in neurological development and disease. RNA Biol. 2021;18(7):972–87. Epub 20200830. doi: 10.1080/15476286.2020.1809186 ; PMCID: PMC821619632865115 PMC8216196

[8] Johnson-KernerB, Snijders BlokL, SuitL, ThomasJ, KleefstraT, SherrEH. DDX3X-related neurodevelopmental disorder. In: AdamMP, FeldmanJ, MirzaaGM, PagonRA, WallaceSE, BeanLJH, et al., editors. GeneReviews. Seattle (WA): University of Washington, Seattle. GeneReviews is a registered trademark of the University of Washington, Seattle; 1993.32852922

[9] LennoxAL, HoyeML, JiangR, Johnson-KernerBL, SuitLA, VenkataramananS, et al. Pathogenic DDX3X mutations impair RNA metabolism and neurogenesis during fetal cortical development. Neuron. 2020;106(3):404–20.e8. Epub 20200304. doi: 10.1016/j.neuron.2020.01.042 ; PMCID: PMC733128532135084 PMC7331285

[10] TangL, LevyT, GuilloryS, HalpernD, ZweifachJ, Giserman-KissI, et al. Prospective and detailed behavioral phenotyping in DDX3X syndrome. Mol Autism. 2021;12(1):36. Epub 20210516. doi: 10.1186/s13229-021-00431-z ; PMCID: PMC812724833993884 PMC8127248

[11] BealB, HayesI, McGaughranJ, AmorDJ, MiteffC, JacksonV, et al. Expansion of phenotype of DDX3X syndrome: six new cases. Clin Dysmorphol. 2019;28(4):169–74. doi: 10.1097/mcd.0000000000000289 31274575

[12] ParraA, PascualP, CazallaM, AriasP, Gallego-ZazoN, San-MartínEA, et al. Genetic and phenotypic findings in 34 novel Spanish patients with DDX3X neurodevelopmental disorder. Clin Genet. 2023. Epub 20231030. doi: 10.1111/cge.14440 37904618

[13] ScalaM, TorellaA, SeverinoM, MoranaG, CastelloR, AccogliA, et al. Three de novo DDX3X variants associated with distinctive brain developmental abnormalities and brain tumor in intellectually disabled females. Eur J Hum Genet. 2019;27(8):1254–9. Epub 20190401. doi: 10.1038/s41431-019-0392-7 ; PMCID: PMC677761830936465 PMC6777618

[14] SnijdersBlok L, MadsenE, JuusolaJ, GilissenC, BaralleD, ReijndersMR, et al. Mutations in DDX3X are a common cause of unexplained intellectual disability with gender-specific effects on Wnt signaling. Am J Hum Genet. 2015;97(2):343–52. Epub 20150730. doi: 10.1016/j.ajhg.2015.07.004 ; PMCID: PMC457324426235985 PMC4573244

[15] KellarisG, KhanK, BaigSM, TsaiIC, ZamoraFM, RuggieriP, et al. A hypomorphic inherited pathogenic variant in DDX3X causes male intellectual disability with additional neurodevelopmental and neurodegenerative features. Hum Genom. 2018;12(1):11. Epub 20180301. doi: 10.1186/s40246-018-0141-y ; PMCID: PMC583169429490693 PMC5831694

[16] NicolaP, BlackburnPR, RasmussenKJ, BertschNL, KleeEW, HasadsriL, et al. De novo DDX3X missense variants in males appear viable and contribute to syndromic intellectual disability. Am J Med Genet A. 2019;179(4):570–8. Epub 20190207. doi: 10.1002/ajmg.a.61061 30734472

[17] GadekM, SherrEH, FloorSN. The variant landscape and function of DDX3X in cancer and neurodevelopmental disorders. Trends Mol Med. 2023;29(9):726–39. Epub 20230706. doi: 10.1016/j.molmed.2023.06.003 37422363

[18] JonesDT, JägerN, KoolM, ZichnerT, HutterB, SultanM, et al. Dissecting the genomic complexity underlying medulloblastoma. Nature. 2012;488(7409):100–5. doi: 10.1038/nature11284 ; PMCID: PMC366296622832583 PMC3662966

[19] PughTJ, WeeraratneSD, ArcherTC, Pomeranz KrummelDA, AuclairD, BochicchioJ, et al. Medulloblastoma exome sequencing uncovers subtype-specific somatic mutations. Nature. 2012;488(7409):106–10. doi: 10.1038/nature11329 ; PMCID: PMC341378922820256 PMC3413789

[20] RobinsonG, ParkerM, KranenburgTA, LuC, ChenX, DingL, et al. Novel mutations target distinct subgroups of medulloblastoma. Nature. 2012;488(7409):43–8. doi: 10.1038/nature11213 ; PMCID: PMC341290522722829 PMC3412905

[21] WangX, PoseyJE, RosenfeldJA, BacinoCA, ScagliaF, ImmkenL, et al. Phenotypic expansion in DDX3X – a common cause of intellectual disability in females. Ann Clin Transl Neurol. 2018;5(10):1277–85. Epub 20180915. doi: 10.1002/acn3.622 ; PMCID: PMC618693330349862 PMC6186933

[22] SharmaD, JankowskyE. The Ded1/DDX3 subfamily of DEAD-box RNA helicases. Critical Reviews in Biochemistry and Molecular Biology. 2014;49(4): 343–360. doi: 10.3109/10409238.2014.93133925039764

[23] JowharZ, XuA, VenkataramananS, DossenaF, HoyeML, SilverDL, et al. A ubiquitous GC content signature underlies multimodal mRNA regulation by DDX3X. Molecular Systems Biology. 2024;20(3): 276–290. doi: 10.1038/s44320-024-00013-038273160 PMC10912769

[24] CalvielloL, VenkataramananS, RogowskiKJ, WylerE, WilkinsK, TejuraM, et al. DDX3 depletion represses translation of mRNAs with complex 5’ UTRs. Nucl Acids Res. 2021;49(9):5336–50. doi: 10.1093/nar/gkab287 ; PMCID: PMC813683133905506 PMC8136831

[25] ChenHH, YuHI, YangMH, TarnWY. DDX3 activates CBC-eIF3-mediated translation of uORF-containing oncogenic mRNAs to promote metastasis in HNSCC. Cancer Res. 2018;78(16):4512–23. Epub 20180619. doi: 10.1158/0008-5472.Can-18-0282 29921696

[26] MarkmillerS, SoltaniehS, ServerKL, MakR, JinW, FangMY, et al. Context-dependent and disease-specific diversity in protein interactions within stress granules. Cell. 2018;172(3):590–604.e13. doi: 10.1016/j.cell.2017.12.032 ; PMCID: PMC596999929373831 PMC5969999

[27] BeckhamC, HillikerA, CzikoAM, NoueiryA, RamaswamiM, ParkerR. The DEAD-box RNA helicase Ded1p affects and accumulates in Saccharomyces cerevisiae P-bodies. Mol Biol Cell. 2008;19(3):984–93. Epub 20071227. doi: 10.1091/mbc.e07-09-0954 ; PMCID: PMC226298218162578 PMC2262982

[28] Elbaum-GarfinkleS, KimY, SzczepaniakK, ChenCC, EckmannCR, MyongS, et al. The disordered P granule protein LAF-1 drives phase separation into droplets with tunable viscosity and dynamics. Proc Natl Acad Sci U S A. 2015;112(23):7189–94. Epub 20150526. doi: 10.1073/pnas.1504822112 ; PMCID: PMC446671626015579 PMC4466716

[29] IsermanC, Desroches AltamiranoC, JegersC, FriedrichU, ZarinT, FritschAW, et al. Condensation of Ded1p promotes a translational switch from housekeeping to stress protein production. Cell. 2020;181(4):818–31.e19. Epub 20200430. doi: 10.1016/j.cell.2020.04.009 ; PMCID: PMC723788932359423 PMC7237889

[30] ShenH, YanasA, OwensMC, ZhangC, FritschC, FareCM, et al. Sexually dimorphic RNA helicases DDX3X and DDX3Y differentially regulate RNA metabolism through phase separation. Mol Cell. 2022;82(14):2588–603.e9. Epub 20220518. doi: 10.1016/j.molcel.2022.04.022 ; PMCID: PMC930875735588748 PMC9308757

[31] ShihJW, WangWT, TsaiTY, KuoCY, LiHK, Wu LeeYH. Critical roles of RNA helicase DDX3 and its interactions with eIF4E/PABP1 in stress granule assembly and stress response. Biochem J. 2012;441(1):119–29. doi: 10.1042/bj20110739 21883093

[32] Valentin-VegaYA, WangYD, ParkerM, PatmoreDM, KanagarajA, MooreJ, et al. Cancer-associated DDX3X mutations drive stress granule assembly and impair global translation. Sci Rep. 2016;6:25996. Epub 20160516. doi: 10.1038/srep25996 ; PMCID: PMC486759727180681 PMC4867597

[33] BoitnottA, Garcia-FornM, UngDC, NibloK, MendoncaD, ParkY, et al. Developmental and behavioral phenotypes in a mouse model of DDX3X syndrome. Biol Psychiatry. 2021;90(11):742–55. Epub 20210607. doi: 10.1016/j.biopsych.2021.05.027 ; PMCID: PMC857104334344536 PMC8571043

[34] HoyeML, CalvielloL, PoffAJ, EjimoguNE, NewmanCR, MontgomeryMD, et al. Aberrant cortical development is driven by impaired cell cycle and translational control in a DDX3X syndrome model. Elife. 2022;11. Epub 20220628. doi: 10.7554/eLife.78203 ; PMCID: PMC923968435762573 PMC9239684

[35] AulasA, StabileS, Vande VeldeC. Endogenous TDP-43, but not FUS, contributes to stress granule assembly via G3BP. Mol Neurodegener. 2012;7:54. Epub 20121024. doi: 10.1186/1750-1326-7-54 ; PMCID: PMC350246023092511 PMC3502460

[36] LaiA, Valdez-SinonAN, BassellGJ. Regulation of RNA granules by FMRP and implications for neurological diseases. Traffic. 2020;21(7):454–62. doi: 10.1111/tra.12733 ; PMCID: PMC737726932374065 PMC7377269

[37] WangX, QiuR, TsarkW, LuQ. Rapid promoter analysis in developing mouse brain and genetic labeling of young neurons by doublecortin-DsRed-express. J Neurosci Res. 2007;85(16):3567–73. doi: 10.1002/jnr.21440 17671991

[38] PilazLJ, McMahonJJ, MillerEE, LennoxAL, SuzukiA, SalmonE, et al. Prolonged mitosis of neural progenitors alters cell fate in the developing brain. Neuron. 2016;89(1):83–99. Epub 2016/01/10. doi: 10.1016/j.neuron.2015.12.007 ; PMCID: PMC470699626748089 PMC4706996

[39] RengarajanS, DerksJ, BellottDW, SlavovN, PageDC. Post-transcriptional cross- and auto-regulation buffer expression of the human RNA helicases DDX3X and DDX3Y. bioRxiv. 2024. Epub 20240710. doi: 10.1101/2024.07.08.602613 ; PMCID: PMC1125763339794123 PMC11789639

[40] GroellyFJ, FawkesM, DaggRA, BlackfordAN, TarsounasM. Targeting DNA damage response pathways in cancer. Nat Rev Cancer. 2023;23(2):78–94. Epub 20221205. doi: 10.1038/s41568-022-00535-5 36471053

[41] SharmaD, PutnamAA, JankowskyE. Biochemical differences and similarities between the DEAD-box helicase orthologs DDX3X and Ded1p. J Mol Biol. 2017;429(23):3730–42. Epub 20171013. doi: 10.1016/j.jmb.2017.10.008 ; PMCID: PMC569362529037760 PMC5693625

[42] WangIX, GrunseichC, FoxJ, BurdickJ, ZhuZ, RavazianN, et al. Human proteins that interact with RNA/DNA hybrids. Genome Res. 2018;28(9):1405–14. Epub 20180814. doi: 10.1101/gr.237362.118 ; PMCID: PMC612062830108179 PMC6120628

[43] WestoverKR, JinP, YaoB. Bridging the gap: R-loop mediated genomic instability and its implications in neurological diseases. Epigenomics. 2024. Epub 20240326. doi: 10.2217/epi-2023-0379 38530068 PMC11160457

[44] ChatzidoukakiO, StratigiK, GoulielmakiE, NiotisG, Akalestou-ClocherA, GkirtzimanakiK, et al. R-loops trigger the release of cytoplasmic ssDNAs leading to chronic inflammation upon DNA damage. Sci Adv. 2021;7(47):eabj5769. Epub 20211119. doi: 10.1126/sciadv.abj5769 ; PMCID: PMC860441734797720 PMC8604417

[45] CrossleyMP, SongC, BocekMJ, ChoiJH, KousourosJN, SathirachindaA, et al. R-loop-derived cytoplasmic RNA-DNA hybrids activate an immune response. Nature. 2023;613(7942):187–94. Epub 20221221. doi: 10.1038/s41586-022-05545-9 ; PMCID: PMC994988536544021 PMC9949885

[46] PrendergastL, McClurgUL, HristovaR, Berlinguer-PalminiR, GreenerS, VeitchK, et al. Resolution of R-loops by INO80 promotes DNA replication and maintains cancer cell proliferation and viability. Nat Commun. 2020;11(1):4534. Epub 20200910. doi: 10.1038/s41467-020-18306-x ; PMCID: PMC748478932913330 PMC7484789

[47] BranonTC, BoschJA, SanchezAD, UdeshiND, SvinkinaT, CarrSA, et al. Efficient proximity labeling in living cells and organisms with TurboID. Nat Biotechnol. 2018;36(9):880–7. Epub 20180820. doi: 10.1038/nbt.4201 ; PMCID: PMC612696930125270 PMC6126969

[48] ChenZ, HuangA, SunJ, JiangT, QinFX, WuA. Inference of immune cell composition on the expression profiles of mouse tissue. Sci Rep. 2017;7:40508. Epub 20170113. doi: 10.1038/srep40508 ; PMCID: PMC523399428084418 PMC5233994

[49] CopseyAC, CooperS, ParkerR, LinehamE, LapworthC, JalladD, et al. The helicase, DDX3X, interacts with poly(A)-binding protein 1 (PABP1) and caprin-1 at the leading edge of migrating fibroblasts and is required for efficient cell spreading. Biochem J. 2017;474(18):3109–20. Epub 20170830. doi: 10.1042/bcj20170354 ; PMCID: PMC557750528733330 PMC5577505

[50] GeisslerR, GolbikRP, BehrensSE. The DEAD-box helicase DDX3 supports the assembly of functional 80S ribosomes. Nucl Acids Res. 2012;40(11):4998–011. Epub 20120209. doi: 10.1093/nar/gks070 ; PMCID: PMC336717522323517 PMC3367175

[51] LaiMC, LeeYH, TarnWY. The DEAD-box RNA helicase DDX3 associates with export messenger ribonucleoproteins as well as tip-associated protein and participates in translational control. Mol Biol Cell. 2008;19(9):3847–58. Epub 20080702. doi: 10.1091/mbc.e07-12-1264 ; PMCID: PMC252670918596238 PMC2526709

[52] ShihJW, TsaiTY, ChaoCH, WuLee YH. Candidate tumor suppressor DDX3 RNA helicase specifically represses cap-dependent translation by acting as an eIF4E inhibitory protein. Oncogene. 2008;27(5):700–14. Epub 20070730. doi: 10.1038/sj.onc.1210687 17667941

[53] Soto-RifoR, RubilarPS, LimousinT, de BreyneS, DécimoD, OhlmannT. DEAD-box protein DDX3 associates with eIF4F to promote translation of selected mRNAs. Embo J. 2012;31(18):3745–56. Epub 20120807. doi: 10.1038/emboj.2012.220 ; PMCID: PMC344227222872150 PMC3442272

[54] TsaiYL, HuaKF, ChenA, WeiCW, ChenWS, WuCY, et al. NLRP3 inflammasome: Pathogenic role and potential therapeutic target for IgA nephropathy. Sci Rep. 2017;7:41123. Epub 20170124. doi: 10.1038/srep41123 ; PMCID: PMC525973128117341 PMC5259731

[55] MessinaG, AtterratoMT, ProzzilloY, PiacentiniL, LosadaA, DimitriP. The human Cranio Facial Development Protein 1 (Cfdp1) gene encodes a protein required for the maintenance of higher-order chromatin organization. Sci Rep. 2017;7:45022. Epub 20170403. doi: 10.1038/srep45022 ; PMCID: PMC537725728367969 PMC5377257

[56] TangL-Y, ThomasA, ZhouM, ZhangYE. Phosphorylation of SMURF2 by ATM exerts a negative feedback control of DNA damage response. Journal of Biological Chemistry. 2020;295(52): 18485–18493. doi: 10.1074/jbc.RA120.01417933097595 PMC9350827

[57] VegaFM, RidleyAJ. The RhoB small GTPase in physiology and disease. Small GTPases. 2016;9(5): 384–393. doi: 10.1080/21541248.2016.125352827875099 PMC5997158

[58] DwivediD, KumariA, RathiS, MylavarapuSVS, SharmaM. The dynein adaptor Hook2 plays essential roles in mitotic progression and cytokinesis. J Cell Biol. 2019;218(3):871–94. Epub 20190123. doi: 10.1083/jcb.201804183 ; PMCID: PMC640055830674580 PMC6400558

[59] MahboubiH, MoujaberO, KodihaM, StochajU. The co-chaperone HspBP1 is a novel component of stress granules that regulates their formation. Cells. 2020;9(4). Epub 20200329. doi: 10.3390/cells9040825 ; PMCID: PMC7226807.32235396 PMC7226807

[60] Pallesi-PocachardE, BazellieresE, Viallat-LieutaudA, DelgrossiMH, Barthelemy-RequinM, Le BivicA, et al. Hook2, a microtubule-binding protein, interacts with Par6α and controls centrosome orientation during polarized cell migration. Sci Rep. 2016;6:33259. Epub 20160914. doi: 10.1038/srep33259 ; PMCID: PMC502194227624926 PMC5021942

[61] YounCK, LeeJH, HariharasudhanG, KimHB, KimJ, LeeS, et al. HspBP1 is a dual function regulatory protein that controls both DNA repair and apoptosis in breast cancer cells. Cell Death Dis. 2022;13(4):309. Epub 20220406. doi: 10.1038/s41419-022-04766-0 ; PMCID: PMC898686535387978 PMC8986865

[62] EmanuelliA, Manikoth AyyathanD, KogantiP, ShahPA, Apel-SaridL, PaoliniB, et al. Altered expression and localization of tumor suppressive E3 ubiquitin ligase SMURF2 in human prostate and breast cancer. Cancers (Basel). 2019;11(4). Epub 20190418. doi: 10.3390/cancers11040556 ; PMCID: PMC652103731003445 PMC6521037

[63] SzebenyiG, WigleyWC, HallB, DidierA, YuM, ThomasP, et al. Hook2 contributes to aggresome formation. BMC Cell Biol. 2007;8:19. Epub 20070531. doi: 10.1186/1471-2121-8-19 ; PMCID: PMC189615617540036 PMC1896156

[64] RahmanMA, RahmanMDH, Mamun-Or-RashidANM, HwangH, ChungS, KimB, et al. Autophagy modulation in aggresome formation: emerging implications and treatments of Alzheimer’s disease. Biomedicines. 2022;10(5). Epub 20220429. doi: 10.3390/biomedicines10051027 ; PMCID: PMC9138936.35625764 PMC9138936

[65] NogamiM, SanoO, Adachi-TominariK, Hayakawa-YanoY, FurukawaT, IwataH, et al. DNA damage stress-induced translocation of mutant FUS proteins into cytosolic granules and screening for translocation inhibitors. Frontiers in Molecular Neuroscience. 2022;15(-): 953365. doi: 10.3389/fnmol.2022.95336536606141 PMC9808394

[66] MarceloA, KoppenolR, de AlmeidaLP, MatosCA, NóbregaC. Stress granules, RNA-binding proteins and polyglutamine diseases: too much aggregation?. Cell Death & Disease. 2021;12(6): null. doi: 10.1038/s41419-021-03873-8PMC818763734103467

[67] TukiainenT, VillaniAC, YenA, RivasMA, MarshallJL, SatijaR, et al. Landscape of X chromosome inactivation across human tissues. Nature. 2017;550(7675):244–8. doi: 10.1038/nature24265 ; PMCID: PMC568519229022598 PMC5685192

[68] BlantonLV, San RomanAK, WoodG, BuscettaA, BanksN, SkaletskyH, et al. Stable and robust Xi and Y transcriptomes drive cell-type-specific autosomal and Xa responses in vivo and in vitro in four human cell types. Cell Genom. 2024;4(9):100628. Epub 20240806. doi: 10.1016/j.xgen.2024.100628 ; PMCID: PMC1148084739111319 PMC11480847

[69] San RomanAK, SkaletskyH, GodfreyAK, BokilNV, TeitzL, SinghI, et al. The human Y and inactive X chromosomes similarly modulate autosomal gene expression. Cell Genom. 2024;4(1):100462. Epub 20231213. doi: 10.1016/j.xgen.2023.100462 ; PMCID: PMC1079478538190107 PMC10794785

[70] JamesJ, IypeM, SurendranMO, AnithaA, ThomasSV. The genetic landscape of Polymicrogyria. Ann Indian Acad Neurol. 2022;25(4):616–26. Epub 20220505. doi: 10.4103/aian.aian_97_22 ; PMCID: PMC954092936211152 PMC9540929

[71] JudkinsAR, MartinezD, FerreiraP, DobynsWB, GoldenJA. Polymicrogyria includes fusion of the molecular layer and decreased neuronal populations but normal cortical laminar organization. J Neuropathol Exp Neurol. 2011;70(6):438–43. doi: 10.1097/NEN.0b013e31821ccf1c ; PMCID: PMC311365321572338 PMC3113653

[72] CrossleyMP, BocekM, CimprichKA. R-loops as cellular regulators and genomic threats. Mol Cell. 2019;73(3):398–411. doi: 10.1016/j.molcel.2019.01.024 ; PMCID: PMC640281930735654 PMC6402819

[73] YangS, WinstoneL, MondalS, WuY. Helicases in R-loop Formation and Resolution. J Biol Chem. 2023;299(11):105307. Epub 20230929. doi: 10.1016/j.jbc.2023.105307 ; PMCID: PMC1064117037778731 PMC10641170

[74] WongG-N, ChowK-M, Jagannatha RaoK, OoiL, HegdeML, ZhangY, et al. DNA Damage Response-Associated Cell Cycle Re-Entry and Neuronal Senescence in Brain Aging and Alzheimer’s Disease. Journal of Alzheimer's Disease. 2022;94(s1): S429–451. doi: 10.3233/JAD-220203PMC1047315635848025

[75] RandolphME, AfifiM, GorthiA, WeilR, WilkyBA, WeinrebJ, et al. RNA helicase DDX3 regulates RAD51 localization and DNA damage repair in Ewing sarcoma. iScience. 2024;27(2):108925. Epub 20240116. doi: 10.1016/j.isci.2024.108925 ; PMCID: PMC1084483438323009 PMC10844834

[76] JiaoS, GuanJ, ChenM, WangW, LiC, WangY, et al. Targeting IRF3 as a YAP agonist therapy against gastric cancer. J Exp Med. 2018;215(2):699–718. Epub 20180116. doi: 10.1084/jem.20171116 ; PMCID: PMC578941429339449 PMC5789414

[77] YasudaK, Clatterbuck-SoperSF, JackrelME, ShorterJ, MiliS. FUS inclusions disrupt RNA localization by sequestering kinesin-1 and inhibiting microtubule detyrosination. J Cell Biol. 2017;216(4):1015–34. Epub 20170315. doi: 10.1083/jcb.201608022 ; PMCID: PMC537994528298410 PMC5379945

[78] YasudaK, ZhangH, LoiselleD, HaysteadT, MacaraIG, MiliS. The RNA-binding protein Fus directs translation of localized mRNAs in APC-RNP granules. J Cell Biol. 2013;203(5):737–46. Epub 20131202. doi: 10.1083/jcb.201306058 ; PMCID: PMC385747524297750 PMC3857475

[79] AulasA, CaronG, GkogkasCG, MohamedNV, DestroismaisonsL, SonenbergN, et al. G3BP1 promotes stress-induced RNA granule interactions to preserve polyadenylated mRNA. J Cell Biol. 2015;209(1):73–84. Epub 20150406. doi: 10.1083/jcb.201408092 ; PMCID: PMC439548625847539 PMC4395486

[80] HofmannS, KedershaN, AndersonP, IvanovP. Molecular mechanisms of stress granule assembly and disassembly. Biochim Biophys Acta Mol Cell Res. 2021;1868(1):118876. Epub 20200929. doi: 10.1016/j.bbamcr.2020.118876 ; PMCID: PMC776914733007331 PMC7769147

[81] ZafarullahM, TassoneF. Molecular Biomarkers in Fragile X Syndrome. Brain Sciences. 2019;9(5): 96. doi: 10.3390/brainsci905009631035599 PMC6562871

[82] FryeRE, VassallS, KaurG, LewisC, KarimM, RossignolD. Emerging biomarkers in autism spectrum disorder: a systematic review. Annals of Translational Medicine. 2019;7(23): 792–792. doi: 10.21037/atm.2019.11.5332042808 PMC6989979

[83] LaiC-Y, ScarrE, UdawelaM, EverallI, ChenWJ, DeanB. Biomarkers in schizophrenia: A focus on blood based diagnostics and theranostics. World Journal of Psychiatry. 2016;6(1): 102. doi: 10.5498/wjp.v6.i1.10227014601 PMC4804259

[84] ChenY, ChangY, HuangY. Dysregulated Translation in Neurodevelopmental Disorders: An Overview of Autism‐Risk Genes Involved in Translation. Developmental Neurobiology. 2018;79(1): 60–74. doi: 10.1002/dneu.2265330430754

[85] LeeHG, ImaichiS, KraeutlerE, AguilarR, LeeYW, SheridanSD, et al. Site-specific R-loops induce CGG repeat contraction and fragile X gene reactivation. Cell. 2023;186(12):2593–609.e18. Epub 20230519. doi: 10.1016/j.cell.2023.04.035 37209683 PMC11505655

[86] WolozinB, IvanovP. Stress granules and neurodegeneration. Nature Reviews Neuroscience. 2019;20(11): 649–666. doi: 10.1038/s41583-019-0222-531582840 PMC6986315

[87] Di StefanoB, LuoEC, HaggertyC, AignerS, CharltonJ, BrumbaughJ, et al. The RNA helicase DDX6 controls cellular plasticity by modulating P-body homeostasis. Cell Stem Cell. 2019;25(5):622–38.e13. Epub 20191003. doi: 10.1016/j.stem.2019.08.018 ; PMCID: PMC724736431588046 PMC7247364

[88] JiaX, ZhangS, TanS, DuB, HeM, QinH, et al. De novo variants in genes regulating stress granule assembly associate with neurodevelopmental disorders. Sci Adv. 2022;8(33):eabo7112. Epub 20220817. doi: 10.1126/sciadv.abo7112 ; PMCID: PMC9385150.35977029 PMC9385150

[89] ThomasPD, EbertD, MuruganujanA, MushayahamaT, AlbouLP, MiH. PANTHER: making genome-scale phylogenetics accessible to all. Protein Sci. 2022;31(1):8–22. Epub 20211125. doi: 10.1002/pro.4218 ; PMCID: PMC874083534717010 PMC8740835

How the deposited data were processed for this re-analysis (not part of the article)

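The data are RNA sequencing counts from 18 primary cultures of embryonic mouse cortex, 3 for each of 6 conditions: no virus, and lentivirus with human DDX3X as WT, R326H, T532M, R376C or R488H. The condition and replicate of each library came from the sample labels, and each of the 18 count columns was matched to its sample by condition and prefix. The labels and the paper's methods name different library kits (Kapa mRNA HyperPrep and Illumina TruSeq). The authors aligned the reads with STAR and counted with Salmon, by the paper's methods; the submitters' processing notes list STAR 2.7.9a, Bowtie2 2.4.4, cutadapt and the build mm10.

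The authors' 5 deposited tables, one for each transduced condition, hold the same whole-number counts of reads per gene, which were the values used here, and the authors' log2 fold changes and p-values against no virus, which were used only where the text names the authors' deposited table. The 18 FPKM columns in each table, scaled by the authors per length and depth, were not used. S2 Table holds log2 fold changes and p-values by the authors, and Gene Ontology lists.

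Of 24411 genes, 14565 passed the filter of edgeR (filterByExpr, at least 10 counts in enough libraries and 15 in total). Counts were scaled with TMM and fitted over all 18 libraries with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (12 residual degrees of freedom, 10 with the replicate block), with Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p below 0.05 and a log2 fold change of at least 1.5. Log2 CPM used a prior count of 2. Gene lists were tested with camera in limma 3.58.1 at a fixed correlation of 0.01, 33 lists in 5 comparisons, 165 tests adjusted together; alternatives were an estimated correlation and the rotation test fry. The lists and the comparisons were fixed before the counts were examined, but after S2 Table of the paper, which lists its called genes, had been seen. Of the 65 genes in its cell death list, 27 are also in the fixed lists, so these lists are not fully independent of the paper's calls. The lists cover p53 targets, DNA damage and repair, apoptosis, stress pathways, innate immune genes, growth factor and matrix genes, the cell cycle, Notch, R-loops, stress granules, DDX3X partners, sex-linked genes and markers of the cell types that such cultures could hold. Transcripts of the paralogs were aligned with Biopython 1.88, and figures drawn with matplotlib 3.10.9.

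Replicate numbers are shared by the 6 conditions. After the condition means were removed, the correlations between libraries of the same number ran from 0.395 to 0.894 (median 0.649, 45 pairs). For different numbers they ran from -0.651 to 0.207 (median -0.322, 90 pairs), so every count is also given with the replicate number as a block. The first principal component, with the condition means kept, held 51.7% of the variance. It set replicate 3 of the mutations (62.5 to 100.6) apart from all other libraries (-44.7 to 4.24), replicate 3 of no virus and WT included. A block removes only what all conditions of a number share, so it leaves this difference in the fit. What the shared label prefixes stand for is not given in the sources used here. Libraries of the same condition differed by more than sampling noise in all 18 pairs (mean chi-square per gene 32.45 to 148.8), so each was counted as its own replicate. Pairs of different conditions reached lower values, down to 2.827 for no virus and WT of replicate 2. The check therefore does not show that libraries of the same number are independent.

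The genes named in passages follow a fixed rule: the 8 largest changes in each direction among the called genes with a mean log2 CPM of at least 0 and every library beyond all no virus libraries, and the genes the paper names. The calls without the block name no gene, so the rule was applied to the blocked calls, a choice made after the values were seen. The other alternatives were DESeq2 1.42.0, RLE scaling, no filter, only the 2 groups compared, WT as the reference, other thresholds, and leaving out each library and each replicate number; DESeq2 with the replicate block, the blocked fit without each replicate number, the authors' p-values adjusted over the genes tested here, changes of 2 of these choices at once, a paired test of the X and Y shares and further list tests were added after the data were seen.

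The tests were tested on simulated data with changes put into R326H, at the spread of the blocked fit of all 18 libraries. Replicate differences were alike in every condition there, unlike the real mutation effects, so the shares may overstate the recovery in the real data. Without the block, edgeR recovered 46% of 100 genes changed by a log2 of 1 and 74% of 100 changed by 2, with 0 of 14052 unchanged genes called; with the block it recovered 83% and 95%, with 16 unchanged genes past the adjusted p. DESeq2 recovered 56% and 84%, and with the block 85% and 95%, with 38 of 14326 unchanged genes past it. A list of 25 genes moved by 0.5 gave a camera p of 1.44e-25, and an unmoved list 0.0801. Each gene was drawn independently there, so these 2 values do not show how camera behaves where genes are correlated. Quantitative PCR, imaging and proteomics are not analysed here, and no sample of a person was used.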

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

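The counts over other splits of the libraries were planned; the tests of the difference between replicates and of every explanation below were chosen only after the result was seen.

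The effect of the mutations differed between replicates: 4190 of 14565 genes had another effect in replicate 3 than in replicate 1 (2140 more positive, 2050 more negative; edgeR, test of the difference, the 4 mutations taken together against no virus and WT), against 8 between replicates 2 and 1 and 4446 between replicates 3 and 2. Among the most certain, *Dab2* (log2 difference 3.64, standard error 0.246), *Igf2* (2.82, 0.21), *Prrx1* (2.10, 0.113), *Anxa2* (2.04, 0.163) and *H19* (1.77, 0.118) had a more positive difference in replicate 3, and *Pappa2* (-2.24, 0.204), *Jakmip1* (-1.89, 0.198) and *Nr4a3* (-1.52, 0.134) more negatively. These genes were chosen after their values were seen. In replicate 3 of the mutations the endothelial list had medians of 1.98 to 2.65 (0.04 to 0.46 in replicates 1 and 2) and *D1Pas1* stood at 132 to 694 CPM (9.87 to 82.3), so a response of the cells, another mix of cells and another level of the exogenous RNA are not told apart here.

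A signal outside the genes the paper names from its transcriptome is the interferon response. The paper's discussion raises immune responses to the severe mutations as a possibility. The 37 interferon-stimulated genes rose by a median log2 of 1.558 in R326H, 1.114 in T532M, 1.18 in R376C and 1.267 in R488H (camera adjusted p 1.75e-09, 6.97e-12, 1.28e-12 and 3.92e-12), with all 37 above 0 in each mutation. With the replicate block 36, 21, 23 and 24 members were higher at an edgeR adjusted p below 0.05 (36, 35, 36 and 37 adjusted over the list alone), *Isg15* in R326H by 1.68 (standard error 0.177, adjusted p 0.000175) and under each left-out replicate (at most 0.00992). With the block and an estimated correlation the list passed in T532M, R376C and R488H (adjusted p 0.0462 each) and not in R326H (0.0793); without the block it passed in none (0.644 each). The medians were present in each culture, 0.75 to 1.61 in T532M, R376C and R488H and 1.35, 1.49 and 1.88 in R326H. Genes that sense cytosolic nucleic acids moved less (14 genes, 0.52, 0.31, 0.29 and 0.38; 0.0162, 0.0436, 0.0011 and 0.016; with an estimated correlation 0.638 to 0.644). Within replicates the median of the interferon-stimulated genes correlated with the log2 *D1Pas1* level (r 0.832, permutation p 0.0153, adjusted over 33 lists 0.0409), and without R326H r was 0.122 (p 0.843). In WT the same list had a smaller rise, given at the comparison of WT with no virus, which did not pass with an estimated correlation. No explanation of this response was weighed, a response to the virus itself included.

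The first pattern weighed is the level of *Ddx3x* and *D1Pas1*. *D1Pas1* had at least 194 counts in each of the 12 mutation libraries, 0 in every no virus library and at most 13 in WT. The tables argue against library size (median ratio of total counts to the no virus library of the same number 0.952) and, for the *Ddx3y* counts of replicate 3, against more male cells in those cultures: *Kdm5d*, *Uty* and *Eif2s3y* moved by a median log2 of -0.25 (-0.463 to 0.264), *Ddx3y* by 0.906 (SD 0.641 over the 4 libraries). Reads of the exogenous *DDX3X* RNA assigned to the mouse genes may explain it: in the 5 libraries with *Ddx3x* over 1.5 times no virus, the *D1Pas1* level per unit of *Ddx3x* excess was 0.0938 to 0.142, a range of 1.51-fold while the excess ranged over 8.93-fold; in the other 7 mutation libraries the excess was -120.7 to 187.5 CPM, some of it below 0, with *D1Pas1* at 9.869 to 33.94 CPM, and no ratio was taken. By that ratio the WT libraries would hold at most 7.49 CPM of exogenous RNA, less than the mutation libraries by their *D1Pas1* counts. WT would then not be matched to the mutations for exogenous RNA. By the paper's methods WT and the mutations were inserted into the same vector, which gives no reason for their reads to be assigned differently. The paper found total DDX3X protein about equal to WT by western blot. It also followed the GFP-tagged human protein by western blot and found nearly all cells transduced by fluorescence microscopy. It reports some variation in GFP levels between cells, to an equal degree for every variant. These are measures of protein and not of RNA, and they give no sign of a lower WT level. Why WT would hold less exogenous RNA stays open.

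The second pattern is the size of the p53 response, whose median ran from 0.462 to 1.82 over the 12 mutation libraries. RNA of endothelial cells is argued against as the only source of the response: in the 8 libraries with an endothelial median below 0.5 the lowest p53 median was 0.462. Whether it adds to the size of the response stays open. In T532M, R376C and R488H the p53 median was highest in replicate 3 (1.145, 1.222 and 1.319), where the endothelial median was highest too. In R326H the p53 median was highest in replicate 1 (1.82, against 1.55 in replicate 3). Other non-neural cells were not tested. The level of the exogenous RNA stays open: within replicates, the log2 *D1Pas1* level and the p53 median correlated with r 0.822 (permutation p 0.0089, adjusted over 33 lists 0.0391; rho 0.667, p 0.0561; r 0.893 without the 2 farthest libraries, R326H and R376C of replicate 3), but r was 0.332 (p 0.44, adjusted 0.972) without R326H, so the trend rests on that mutation and cannot be told apart from its identity. Over the 33 lists, 15 had an adjusted p below 0.05 (10 positive, 5 negative), and 0 without R326H (smallest unadjusted p 0.0509). Clinical class stays open as well: T532M lay above the mean of the mild mutations in 0 of 3 replicates as named, and in 3 of 3 with T532M and R488H exchanged (by 0.167 ± 0.054), where severe against mild gave 0 edgeR calls with 186 genes at an unadjusted p below 0.05, or 1706 with the block, and which naming holds is not settled.

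The third pattern is in S2 Table: its T532M column ranks closer to the deposited R488H table (rho 0.966) than to the deposited T532M table (0.781), and its R488H column closer to the deposited T532M table (0.905) than to its own (0.762). Another normalization or model in S2 Table, taken alone, is argued against as the cause of this order. It was predicted to leave each column closest to its own table, and the higher of the differences in rho was 0.185 (95% bootstrap interval 0.137 to 0.243, 2000 resamples). Beside an exchange of names it is not excluded: S2 Table lies above the deposited tables by a median log2 of 0.969 in R326H and 0.49 in R376C. The names T532M and R488H exchanged between S2 Table and the deposited tables may explain it, with a lower difference of 0.143 (0.065 to 0.251). The columns R326H and R376C ranked closest to their own tables (0.934 and 0.727). Which side carries the right name stays open; the paper's imaging of cell death and DNA breaks, done in other cultures, sets T532M beside R326H.

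For each mutation against no virus, 6 libraries make only 10 splits and 4 exchanges within the 3 pairs, too few for a share under 0.05. Without the block the real count of called genes was 0, and 0 the highest other, for WT, R326H, T532M, R376C and R488H alike, so 10 of 10 splits were as large by construction. Called lists numbered 20, 17, 17 and 21 in the real split of the 6 libraries (R326H, T532M, R376C and R488H) and 19, 15, 16 and 16 in the highest other (1 of 10 each). With the block, 533, 17, 25 and 72 genes were called and 0 in every other exchange within pairs (1 of 4 each). For severe against mild the real count was 0, so all 100 of the 100 splits drawn from 462 were as large by construction, and the splits say nothing about chance. They do not keep the replicate numbers together; the highest other split called 3466 genes, which points to a structure of the samples.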

How the results depend on the processing

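DESeq2 with the replicate block, the blocked fit without each replicate, the authors' p-values readjusted over the genes tested here, the changes of 2 choices at once, the tests of the Gene Ontology lists other than camera, the block with an estimated correlation, the paired test of the X and Y shares and the overlap with separate references or exchanged labels were chosen only after the results were seen. Of 369 alternative values for 18 results, 274 kept their direction and side of the threshold (or stayed within 1.5 times the count), 76 changed and 19 reversed; of 486 values for 27 results of named genes, 386 were the same, 96 newly passed the threshold and 4 reversed. The counts of called genes, 0 in each comparison, became for WT, R326H, T532M, R376C and R488H 2, 71, 3, 3 and 3 with DESeq2, 0, 533, 17, 25 and 72 with the replicate block. They became 4, 526, 36, 49 and 140 with DESeq2 and the block, 3, 443, 45, 59 and 138 with an unadjusted p below 0.05, and for the 4 mutations 519, 34, 50 and 146 with the authors' p-values. With the block they were 15, 622, 143, 201 and 307 at an unadjusted p, and for the 4 mutations 1952, 77, 68 and 167 at a linear fold change of 1.5 and 4043, 107, 76 and 227 at any fold change. Against WT they were 360, 28, 47 and 102 at an unadjusted p and 485, 5, 4 and 38 with the block. Leaving out libraries or replicates gave 0 to 815, 0 to 14, 0 to 43 and 0 to 136, where R326H without its replicate 2 gave 1 and the highest values came from the blocked fit without replicate 2. Severe against mild, called at an adjusted p below 0.05 with no fold minimum, gave 5 with DESeq2 and the block, at log2 fold changes of 0.15 to 0.32. Genes shared by mild and severe mutations numbered 3 with DESeq2, 70 with the block, 133 with an unadjusted p, 140 with DESeq2 and the block, and 0 to 135 with libraries left out. *Ddx3x* in R326H rose by 1.46 with the block and 1.47 with DESeq2 and the block, both past an adjusted p of 0.05. With single libraries or replicates left out, *Ddx3x* ran from 0.58 to 2.58 in R326H, and past 0 in WT (-0.11 to 0.08), R376C (-0.02 to 1.64) and R488H (-0.07 to 1.11), each lowest value coming without replicate 3 of that condition. *Ddx3y* against WT was 0.91 in R326H with the block and with DESeq2 and the block, at an adjusted p below 0.05 in both. In T532M it was -0.05 with the block, -0.06 with DESeq2 and the block and -0.06 against no virus, and -0.24 to 0.37 with libraries left out. In R376C it ran from -0.02 to 0.80 and in R488H from -0.05 to 0.67. *Trp53* in R326H ran from -0.19 to 0.17. Of 165 list tests, 74 passed with camera, 0 with an estimated correlation, 2 with fry and 3 with the block and an estimated correlation; of 45 Gene Ontology list tests 40, and 0 with an estimated correlation and 0 with fry. With the block, camera also passed the lists of cellular stress, proliferation and neuroinflammation in WT (0.0124, 0.000842 and 0.0187; without it 0.0616, 0.0515 and 0.12). Among the Gene Ontology lists the block changed no other camera call at the fixed correlation. Several of the fixed lists also changed call with the block, as given where they are named. The causes were not tested, except that a block removes differences shared by the libraries of a number. In the simulated data, where an effect was the same in each replicate, depth and 3 replicates allowed calls at these fold changes. Whether they do where effects differ between replicates was not tested.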

Differences from the paper's values

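DESeq2 with the replicate block, the blocked fit without each replicate, the changes of 2 choices at once and the authors' p-values readjusted over the genes tested here were chosen only after the values were seen; the other alternatives were set before the data were examined.

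The paper gives 331 differentially expressed transcripts for R326H, 259 for T532M, 94 for R376C and 74 for R488H; the edgeR test without a block called 0 for each at the thresholds of the paper's methods, with 2153, 405, 324 and 676 genes at an unadjusted p below 0.05. For R326H an unadjusted p below 0.05 with the same fold change comes within 1.5 times the paper's count (443, with 220 of the 331 transcripts of S2 Table called and 111 not). For R488H as named the replicate block does (72, with 25 of the 74 called and 49 not). The R488H column of S2 Table ranks closer to the deposited T532M table than to its own, so this match may set unlike libraries side by side. Of the alternatives that change 1 choice, none comes that near for T532M and R376C, and no other does for R326H and R488H. With 2 choices changed at once, chosen after seeing the values, R376C has 68 with the block at a linear fold change of 1.5 and 76 with the block at any fold change (each leaves out 67 of the 94 transcripts). Against WT, chosen after seeing the values, R326H has 360 at an unadjusted p and 485 with the block (leaving out 163 and 93 of the 331), and R488H 102 at an unadjusted p (leaving out 61 of the 74). For T532M as named the counts with 2 choices changed were 5 to 143. If the names T532M and R488H are exchanged, which stays open, the paper's 259 belong beside the libraries labelled R488H. These have 307 with the block at an unadjusted p and 227 with the block at any fold change, both within 1.5 times. The paper's 74 then belong beside the libraries labelled T532M, which have 17 with the block, 77 with the block at a linear fold change of 1.5 and 107 with it at any fold change. Other settings that call transcripts of S2 Table are DESeq2 (51 of R326H, 0 of the others), the replicate block (294, 13 and 12 of R326H, T532M and R376C), an unadjusted p (27, 20 and 27 of T532M, R376C and R488H), and, chosen after seeing the values, DESeq2 with the block (298, 25, 27 and 31 of R326H, T532M, R376C and R488H) and the blocked fit without replicate 1 (7, 0, 1 and 2), without replicate 2 (285, 10, 22 and 30) and without replicate 3 (94, 0, 0 and 1). With 2 choices changed, also chosen after seeing the values, the block with an unadjusted p calls 298, 68, 35 and 33, the block with a linear fold change of 1.5 calls 304, 32, 27 and 45, as does the block at any fold change, WT as reference calls 168, 9, 7 and 13 at an unadjusted p and 238, 4, 1 and 11 with the block. The authors' p-values readjusted over the genes tested here, also chosen after seeing the values, call 298, 24, 28 and 31. The authors' deposited tables call 538, 35, 50 and 145 genes at the same thresholds. Refitting with DESeq2 and a replicate term, chosen after seeing the values, gave log2 fold changes within a median of 0.000627 to 0.00184 of those tables (0.00772 to 0.0188 without the term).

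The paper gives a 3-fold rise of *Ddx3y* over WT in all missense mutations. The folds here are 1.03 for T532M, 1.40 for R376C and 1.26 for R488H, and no alternative brings them to the paper's value within the replicate SD. R326H, at 2.14, does not differ by that SD. Its ratios to the no virus library of the same number were 1.13, 1.15 and 3.68 in replicates 1, 2 and 3, so only replicate 3 reached 3-fold.

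In S2 Table the paper lists *Ddx3y* at a log2 fold change over no virus of 5.341 in R326H, 3.043 in R376C, 2.408 in R488H and 3.153 in T532M, where the values here are 0.987, 0.376, 0.225 and -0.061. It lists *Atm* at 1.555 in T532M (here -0.281). It lists *Atr* at 2.842 in R326H, 1.579 in R376C, 1.69 in R488H and 2.691 in T532M (here 0.200, 0.127, 0.015 and 0.040) and *Pax6* at -3.707 in R326H (here -1.304). It lists *Prelp* at -2.049 in R376C and -1.725 in R488H (here -1.002 and -1.053) and *Neurog1* at 1.793 in R376C (here -0.869). No alternative closes these differences. It lists *Prelp* at -2.834 in R326H, where the value here is -1.798; the fit without R326H replicate 2 (-2.341), the fit without replicate 2 (-2.283) and, chosen after seeing the values, the blocked fit without replicate 2 (-2.233, a setting that leaves out 46 of the 331 transcripts) fall within the replicate SD of it, and no other does. It lists *Neurog1* at -3.631 in R326H (here -2.616) and -1.705 in T532M (here -0.960). For R326H the fits without no virus replicate 2 (-3.002) and without R326H replicate 1 (-3.371) and, chosen after seeing the values, the blocked fit without replicate 2 (-2.949, leaving out the same 46) close the difference, and no other does. For T532M those without no virus replicate 2 (-1.352), T532M replicate 1 (-1.866) or replicate 1 (-1.223) do, and, chosen after seeing the values, the blocked fits without replicate 1 (-1.155, leaving out 259 of the 259 transcripts) and 2 (-1.247, leaving out 249), and no other does. The values of *Prelp* in T532M (the paper's -1.683, here -1.073) and *Neurod6* in R488H (the paper's -1.702, here -1.085) do not differ by the spread of the replicates. All single-gene values of T532M and R488H above are compared as named. If the names are exchanged, which stays open, each belongs beside the libraries of the other name. Over the transcripts of each column, S2 Table lies above the deposited table of the same name by a median log2 of 0.969 in R326H, 0.859 in T532M and 0.49 in R376C, and differs from it by -0.123 in R488H. Against the deposited table each ranks closest to, the T532M column lies above R488H by 0.504 and the R488H column above T532M by 0.008. Of the 74 values listed for R488H, 51 are below a log2 of 1.5 in size, the threshold in the paper's methods.

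The paper states that transcripts of the DNA damage response, with *Atm*, *Atr*, *DNA-PK* and *Parp1* among them, all rose. It also reports a rise of *Atm* and *Parp1* by quantitative PCR, which is not analysed here. In R326H 6 of the 26 listed genes for DNA damage sensing and repair were above 0 here, 3 in T532M, 4 in R376C and 4 in R488H; *Atr* was above 0 in all 4 (0.01 to 0.20), and *Atm* (-0.38 to -0.06), *Prkdc* (-0.34 to -0.01) and *Parp1* (-0.56 to -0.22) were below 0 in all 4. In the DNA damage response and p53 list of S2 Table, 61 or 62 of 63 genes were above 0 in each mutation here. The paper states that *Ddx3x* did not change in any condition; here it was higher in R326H, at 2.13 (edgeR adjusted p 0.303) or 1.46 with the block (0.0307), and at -0.01 in WT. The paper finds more transcripts in both severe mutations than in the mild ones. With the block T532M had fewer calls here than R376C and R488H (17 against 25 and 72), as in the authors' deposited tables (35 against 50 and 145). If the names T532M and R488H are exchanged, which stays open, the severe mutations have 533 and 72 calls here and the mild ones 25 and 17, the order of the paper's counts.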

Other observations

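The lists and their tests below were planned, after S2 Table had been seen. The replicate block with an estimated correlation and the naming of single genes were chosen only after the result was seen.

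Genes of cycling progenitors were lower in R326H, by single genes and by lists; in the other mutations only lists passed, at a fixed correlation of 0.01, and none of the lists of this paragraph passed in any mutation with an estimated correlation (adjusted p 0.47 to 0.991). In R326H the S phase genes fell by a median log2 of 0.65 (all 18 lower with the replicate block at an edgeR adjusted p below 0.05, and 18 adjusted over the list alone; camera adjusted p 1.08e-05) and the G2/M genes by 0.75 (19 of 20, and 20 over the list alone; 2.13e-07). Radial glia genes fell there by 0.44 (10 of 15, and 10 with 1 higher; 9.62e-05, and 0.0327 by the rotation test fry), and markers of intermediate progenitors by 1.14 (8 of 10, and 8; 0.000303). Neuronal genes fell by 0.32 (11 of 19 lower and 1 higher, 12 and 1 over the list alone; 0.0195). In T532M, R376C and R488H the medians were -0.25, -0.27 and -0.38 for S phase (0.0113, 0.00262 and 0.000852) and -0.38, -0.30 and -0.49 for G2/M (9.62e-05, 0.000556 and 2.82e-06). They were -0.13, -0.12 and -0.25 for radial glia (0.14, 0.0247 and 0.000898), -0.48, -0.53 and -0.56 for intermediate progenitors (0.00467, 0.00188 and 0.00356) and -0.33, -0.22 and -0.24 for neurons (0.000898, 0.0146 and 0.0207), with 0 single genes past the threshold in each. Over the list alone, 0, 0 and 16 S phase genes, 0, 0 and 15 G2/M genes, 0, 0 and 9 radial glia genes, 4, 4 and 6 intermediate progenitor genes and 9, 0 and 1 neuronal genes were lower. In WT neuronal genes were at -0.08 (0.0673; with the block 0.0157). Genes of the Notch pathway fell by 0.52 in R326H (6 of 10 lower; 0.00945), and in T532M, R376C and R488H were at -0.13, -0.28 and -0.36 (0.539, 0.146 and 0.146; with the block 0.0464 in R376C). In R326H the falls of S phase and intermediate progenitor genes were smallest in replicate 2: -0.72, -0.29 and -1.19 for S phase and -1.23, -0.33 and -1.31 for intermediate progenitors in replicates 1, 2 and 3. Neuronal genes fell mainly in replicate 3: -0.16, -0.21 and -0.97 in R326H, -0.07, -0.20 and -0.72 in T532M, -0.01, -0.13 and -0.72 in R376C, and -0.01, -0.11 and -0.79 in R488H. Ventral progenitors and interneurons (-0.39, -0.24, -0.19 and -0.25 in R326H, T532M, R376C and R488H; 0.15, 0.181, 0.188 and 0.227) passed with the block (0.0159, 0.00648, 0.0277 and 0.0424), though not with the block and an estimated correlation (0.376, 0.344, 0.412 and 0.445). CDK inhibitors were not called as a list (0.73, -0.09, 0.25 and 0.38; 0.8 to 0.965). In R326H their members went both ways with the block: *Cdkn1a*, *Cdkn2a* and *Cdkn2b* were higher (2.25, 1.90 and 2.39; edgeR adjusted p 0.00104, 0.0201 and 0.0114) and *Cdkn1b*, *Cdkn2c* and *Cdkn2d* lower (-0.55, -1.30 and -0.33; 0.0136, 0.00368 and 0.0388).

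Growth factor and matrix genes rose in R326H, by single genes and by lists. In the other mutations the lists passed at a fixed correlation of 0.01 with few single genes, and with an estimated correlation none passed in any mutation (adjusted p 0.644 to 0.728). In the order R326H, T532M, R376C and R488H, the medians were 1.70, 0.93, 0.92 and 1.42 for AP-1 and immediate early genes (camera adjusted p 4.11e-07, 0.00046, 0.000376 and 2.35e-06; 15, 0, 0 and 2 of 16 higher with the block, and 16, 7, 8 and 14 adjusted over the list alone). For ERK outputs and ligands they were 1.39, 1.09, 0.85 and 1.10 (0.000131, 5.5e-05, 0.000131 and 0.000176; 12, 1, 1 and 3 of 13, and 12, 10, 9 and 11). Matrix proteases and their regulators had 3.71, 2.08, 2.46 and 2.93 (1.05e-06, 0.000131, 1.08e-05 and 4.43e-07; 13, 0, 0 and 2 of 15, and 15, 2, 7 and 13). NF-kB targets and cytokines had 1.84, 0.91, 1.26 and 1.28 (0.000131, 0.0145, 0.000416 and 0.000376; 13, 1, 1 and 2 of 16, and 13, 1, 7 and 10), and epithelial genes 2.86, 1.79, 2.35 and 2.58 (0.000898, 0.00543, 0.0017 and 0.00105; 8, 1, 1 and 3 of 12, and 10, 4, 8 and 9). They rose more in replicate 3: matrix proteases in R326H by 3.09, 0.81 and 4.29 in replicates 1, 2 and 3, and in R376C by 0.79, 0.09 and 3.47.

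Markers of other cell types moved too. Endothelial genes, higher in WT as well (0.47, camera adjusted p 0.0339), rose in all 4 mutations (1.83, 1.63, 1.72 and 1.91; camera adjusted p 0.0436, 0.0111, 0.00697 and 0.00293), in R326H by 0.46, 0.27 and 2.65 in replicates 1, 2 and 3, with 5, 0, 0 and 0 of 11 higher with the block (5, 1, 1 and 6 adjusted over the list alone). Microglia and macrophage genes (1.44, 0.78, 1.15 and 1.21; 0.701, 0.165, 0.328 and 0.0955) passed with the block in T532M, R376C and R488H (0.0174, 0.0122 and 0.00407). So did erythroid genes (2.96, 1.25, 1.71 and 1.47; 0.313 to 0.958) in R326H and R376C (0.000319 and 0.000984). Meningeal and fibroblast genes (0.84, 0.22, 0.46 and 0.75; 0.299, 0.965, 0.569 and 0.0559) passed with the block in R488H (0.0389). These medians were highest in replicate 3: in replicates 1, 2 and 3 the microglial medians were 0.22, -1.30 and 2.09 in R326H, -0.07, -0.01 and 1.49 in T532M, 0.02, -0.41 and 1.54 in R376C, and 0.13, 0.61 and 1.95 in R488H. The erythroid medians were 1.70, 0.10 and 3.64, -1.75, -0.44 and 2.09, 0.47, -0.76 and 2.46, and -1.68, -0.03 and 2.46 in the same order, and the meningeal ones -0.46 to 0.06 in replicates 1 and 2 and 0.84 to 1.51 in replicate 3. Pericyte genes (0.76, 0.17, 0.50 and 0.78; 0.0972 to 0.657) and genes of astrocytes and the oligodendrocyte lineage (-0.08, 0.13, 0.02 and -0.12; 0.492 to 0.958) were not called. None of these lists passed with an estimated correlation (adjusted p 0.644 to 0.991).

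Stress granule proteins, which the paper studies by imaging, were slightly lower at the RNA level (medians -0.10, -0.09, -0.07 and -0.09; camera adjusted p 0.0334, 0.0193, 0.153 and 0.0164, with the block 0.048 in R376C; 0.638 to 0.644 with an estimated correlation; 8 of 18 lower and 1 higher in R326H with the block). The 5 DDX3X interactors that the paper tests did not move as a list (0.04, -0.01, 0.02 and 0.08; 0.381 to 0.911).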
